# Setd2 inactivation sensitizes lung adenocarcinoma to inhibitors of oxidative respiration and mTORC1 signaling

**DOI:** 10.1038/s42003-023-04618-3

**Published:** 2023-03-10

**Authors:** David M. Walter, Amy C. Gladstein, Katherine R. Doerig, Ramakrishnan Natesan, Saravana G. Baskaran, A. Andrea Gudiel, Keren M. Adler, Jonuelle O. Acosta, Douglas C. Wallace, Irfan A. Asangani, David M. Feldser

**Keywords:** Cancer metabolism, Tumour-suppressor proteins, Targeted therapies, Non-small-cell lung cancer

## Abstract

*SETD2* is a tumor suppressor that is frequently inactivated in several cancer types. The mechanisms through which SETD2 inactivation promotes cancer are unclear, and whether targetable vulnerabilities exist in these tumors is unknown. Here we identify heightened mTORC1-associated gene expression programs and functionally higher levels of oxidative metabolism and protein synthesis as prominent consequences of *Setd2* inactivation in KRAS-driven mouse models of lung adenocarcinoma. Blocking oxidative respiration and mTORC1 signaling abrogates the high rates of tumor cell proliferation and tumor growth specifically in SETD2-deficient tumors. Our data nominate SETD2 deficiency as a functional marker of sensitivity to clinically actionable therapeutics targeting oxidative respiration and mTORC1 signaling.

## Abstract (web summary)

SETD2 inactivation leads to heightened mTORC1 signaling, oxidative metabolism and protein synthesis in KRAS-driven mouse models of lung adenocarcinoma, contributing to the understanding of how SETD2 deficiency drives early and widespread tumor growth.

## Introduction

Inactivation of *SETD2* (SET domain containing 2, histone lysine methyltransferase) is a prevalent feature of many cancer types including ~7% of lung adenocarcinomas^1–3^. SETD2 has the unique catalytic activity for histone H3 lysine 36 trimethylation (H3K36me3) which it deposits along gene bodies during transcriptional elongation^4^. However, additional non-histone substrates have been identified which link SETD2 action with diverse roles in chromosome segregation (α-tubulin), interferon signaling (STAT1), or regulation of other chromatin modifying enzymes (EZH2)^5–7^. Loss of H3K36me3 due to SETD2 inactivation is implicated in the impairment of DNA repair, accurate splice site usage, transcriptional control, and DNA and RNA methylation^8–12^. These numerous characterized functions obscure how SETD2 mediates lung tumor suppression and whether inactivation of SETD2 presents therapeutic vulnerabilities that can be targeted to limit cancer growth.

To study *Setd2* inactivation in vivo, we previously used the well-characterized, Cre-inducible *Kras*^*LSL-G12D/+*^ (*K*) and *Kras*^*LSL-G12D/+*^; *p53*^*flox/flox*^ (*KP*) mouse models of lung adenocarcinoma. Combined with a lentiviral vector that expresses Cre recombinase, along with the essential CRISPR components, Cas9 and an sgRNA to *Setd2*, we and others have shown that inactivation of *Setd2* in *Kras*^*G12D*^-driven lung adenocarcinoma promotes cellular proliferation very early after tumor initiation; an effect that is widespread amongst all developing tumors^13,14^. Moreover, *Setd2* quantitatively ranks at the apex of all major tumor suppressors for its ability to suppress KRAS-driven cell proliferation^13,15^. However, unlike other tumor suppressors such as *Trp53* or *Rb1*, whose inactivation promotes cell state changes that drive malignant progression, loss of differentiation, and metastasis, inactivation of *Setd2* seems only to fuel cellular proliferation in these models^14,16,17^. As such, we sought to interrogate the consequences of *Setd2* inactivation in KRAS-driven lung adenocarcinoma in order to better understand how SETD2 deficiency drives early and widespread tumor growth and identify intrinsic therapeutic vulnerabilities that may exist.

## Results

### SETD2 deficiency promotes OXPHOS and protein synthesis gene expression programs

To gain mechanistic insights into how SETD2 constrains cancer growth, we performed a comprehensive analysis of RNA-sequencing data across multiple human cancer types expressing low or high levels of *SETD2*^2^. Using Gene Set Enrichment Analysis (GSEA), we identified an enrichment of ribosomal- and mitochondrial-associated gene sets that negatively correlated with *SETD2* expression. This association was strongly apparent in multiple tumor types that have a high frequency of *SETD2* mutations, in addition to lung adenocarcinoma (Fig. 1A and Supplementary Fig. 1A–D)^18^. The negative correlation of ribosomal- and mitochondrial-associated gene sets was unique to SETD2 expression, as these genes sets were not associated with expression levels of other major tumor suppressors in lung adenocarcinoma such as *TP53* or *RB1*, which instead correlated with DNA replication-associated gene sets (Supplementary Fig. 1E–G). These results suggest that ribosomal- and mitochondrial-biosynthetic pathways are activated in SETD2-deficient tumors and may be responsible for driving tumor cell proliferation. 

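RNA-seq data were available here for the KPY tumors, which lack p53 and express yellow fluorescent protein (YFP) in the cells that underwent recombination. The samples were 6 KPY-Ctrl tumors and 8 KPY-Setd2KO tumors, which the paper describes as dissected tumors sorted for live YFP-positive cells. The deposited labels name lung adenocarcinoma as the sample but describe RNA from cell lines, and they give other RNA and library kits than the paper. The paper's description is followed here, and the conflict was not resolved. The paper's methods describe single-end reads quantified with Salmon against GRCm38.p5, and the authors deposited estimated counts per Ensembl gene as whole numbers, without normalization. The total count per tumor ranged from 27866266 to 51828846 in KPY-Ctrl (median 43550358) and from 20072236 to 40604404 in KPY-Setd2KO (median 33616025). Of 52550 genes in the table, the 16836 that passed the edgeR expression filter were tested. Counts were normalized by the TMM method, and the genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Gene lists were compared with camera, using a preset correlation between genes of 0.01. The GO sets that the paper used were not available here. The electron transport chain, mitochondrially encoded and ribosomal protein lists were genes printed in the paper's figures for K tumors. The mitochondrial ribosomal protein, ribosome biogenesis and splicing lists were written by hand. The legend of Supplementary Fig. 4b gives fewer mice than tumors for the RNA of each genotype, so some tumors came from the same mouse. The mouse is not given per tumor, and every test treated the tumors as independent. Leukocyte-marker RNA differed widely between tumors of one genotype, with a mean log2 CPM of the marker list from 3.33 to 7.33 in KPY-Ctrl and from 3.35 to 7.30 in KPY-Setd2KO. The choice of tool and the handling of this variation changed the number of genes called.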

To extend this analysis, we analyzed gene expression data from *Kras*^*LSL-G12D/+*^ (*K*) tumors initiated with a non-targeting control lentiviral CRISPR vector (*K-Ctrl*) or an sgRNA targeting *Setd2* (*K-Setd2*^*KO*^), as well as more advanced tumors isolated from *Kras*^*LSL-G12D/+*^; *p53*^*flox/flox*^;*YFP*^*flox/flox*^ (*KPY-Ctrl or KPY-Setd2*^*KO*^) mice. In each case (*K* and *KPY*), control tumors and *Setd2*^*KO*^ tumors were assessed via histological analysis to select stage matched specimens for comparison. *K-Setd2*^*KO*^ tumors, which were low grade adenomas, and *KPY-Setd2*^*KO*^ tumors, which were higher grade adenocarcinomas, had vastly different gene expression profiles than their *K-Ctrl* and *KPY-Ctrl* counterparts and a strong enrichment of ribosomal- and mitochondrial-associated gene sets. 

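Setd2, the targeted gene (ENSMUSG00000044791.16), lies on chromosome 9 of GRCm38 from 110532597 to 110618633. Its normalized expression was 53.0 ± 8.51 CPM (SD, n = 6) in KPY-Ctrl tumors and 31.7 ± 10.9 CPM (SD, n = 8) in KPY-Setd2KO tumors. The individual KPY-Ctrl tumors ranged from 41.9 to 63.6 CPM and the KPY-Setd2KO tumors from 17.9 to 47.4 CPM, so the groups overlapped. The difference of -0.81 in mean log2 CPM had p = 0.00466 in a two-sided exact permutation test over the 3003 splits of the tumors, which does not account for tumors that share a mouse. Across all genes, the log2 fold change of Setd2 was -0.74 (standard error 0.22) with an adjusted p of 0.175 from edgeR's quasi-likelihood test. The mean distance between tumors of different genotype exceeded that between tumors of one genotype by 0.00558 (1 minus Pearson's r of log2 CPM), which was not larger than other groupings gave (two-sided exact permutation test, p = 0.582). The first principal component held 52.8% of the variance and did not separate the genotypes (two-sided exact permutation test, p = 0.603). The second held 12.7% and did (p = 0.000333 in the same exact test, 1 of 3 components examined). No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, while 2311 genes had an unadjusted p under 0.05. The alternative that moved this count most was limma voom with sample quality weights, with 4753 genes past both thresholds. With these weights, 12 of 60 groupings of the tumors, the real one included, gave as many. Without the weights, an alternative chosen after seeing the data, limma voom called 0. The count of 4753 therefore rests on the weights. RNA splicing genes had a median log2 fold change of 0.19 over 103 genes (camera, adjusted p = 0.000602), and stayed past the threshold in the 14 fits that each left out one tumor (medians from 0.12 to 0.22, largest adjusted p = 0.00499). The call did not hold with fry (adjusted p = 0.399). Fry asks whether the list itself differs between genotypes, and camera whether it differs more than other genes. Adjusted over the list alone, 5 splicing genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and over all genes tested none did.

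**Figure D1:**
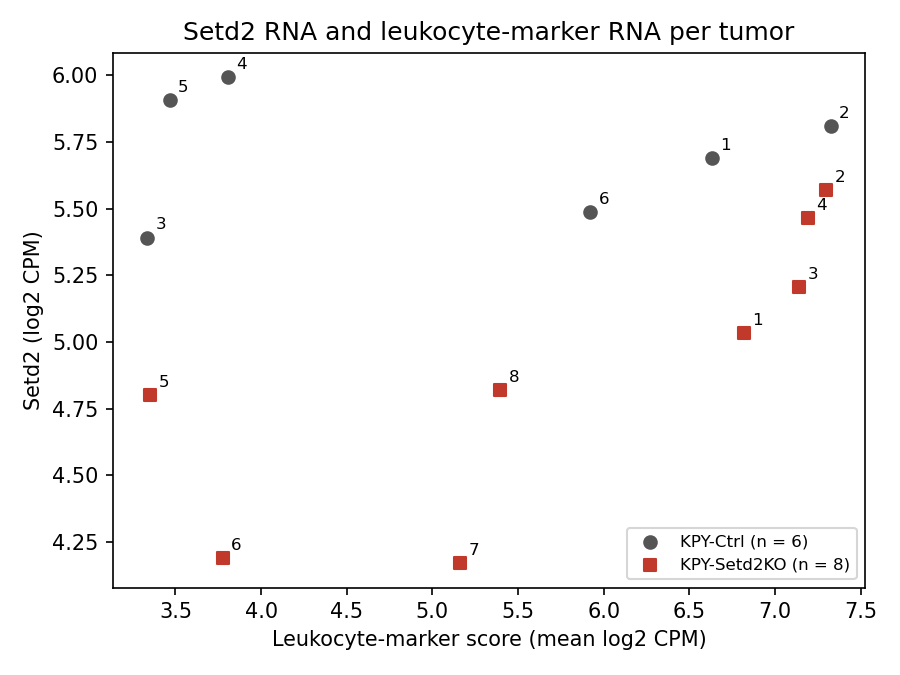
Setd2 expression (vertical axis, log2 CPM) against the leukocyte-marker score (horizontal axis, mean log2 CPM) for each tumor, numbered by replicate. Circles are the 6 KPY-Ctrl tumors and squares the 8 KPY-Setd2KO tumors, and both genotypes span scores from about 3.33 to 7.33.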

(Fig. 1B, C, Supplementary Fig. 1H, I). Collectively these results suggest that ribosomal- and mitochondrial-biosynthetic pathways are activated in SETD2-deficient tumors and may be responsible for driving increased tumor cell proliferation.

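The 80 nuclear-encoded electron transport chain genes tested had a median log2 fold change of 0.15 in KPY-Setd2KO relative to KPY-Ctrl tumors (camera, adjusted p = 0.00319 over 6 lists). This call depended on the set test and on the question it asks. Camera compares the list with other genes, while fry and the permutation of tumors test the list itself between genotypes. With fry the adjusted p was 0.521, and with an estimated correlation between genes it was 0.659. A two-sided exact permutation test of the tumors on the mean log2 CPM of the list gave an adjusted p of 0.506. Camera's call held in 13 of the 14 fits that each left out one tumor, with medians from 0.06 to 0.28. The exception was the fit without KPY-Ctrl replicate 4, where the median was 0.06, with an adjusted p of 0.0882 from camera. The 13 mitochondrially encoded genes had a median log2 fold change of 0.31 (camera, adjusted p = 0.0512), which became 0.05 without KPY-Setd2KO replicate 7. KPY-Setd2KO replicates 7 and 8 had the lowest total counts of all tumors (20072236 and 24561092). They also had the highest means of this list, at 12.56 and 12.08 log2 CPM against 11.82 or lower in the others. Whether depth or RNA quality played a part was not tested. The list passed an adjusted p of 0.05 with camera in 7 of the 14 fits, and its highest median was 0.51 without KPY-Ctrl replicate 6. In edgeR's quasi-likelihood test on genotype alone, no electron transport chain gene had an adjusted p under 0.05, whether adjusted over the list alone or over all genes tested. Cox7c had the smallest p of the nuclear-encoded list. It measured 24.1 ± 8.57 CPM (SD, n = 6) in KPY-Ctrl and 49.4 ± 11.8 CPM (SD, n = 8) in KPY-Setd2KO tumors (adjusted p = 0.122 from edgeR's quasi-likelihood test and 0.00748 from DESeq2). Preranked GSEA on the DESeq2 statistic, which is the paper's ranking, gave the electron transport chain list a normalized enrichment score of 1.99 (adjusted p = 1.7e-05). From the enrichment of such gene sets in tumors and in human data, the paper proposes that ribosomal and mitochondrial biosynthetic pathways are activated in SETD2-deficient tumors.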

**Fig. 1:**
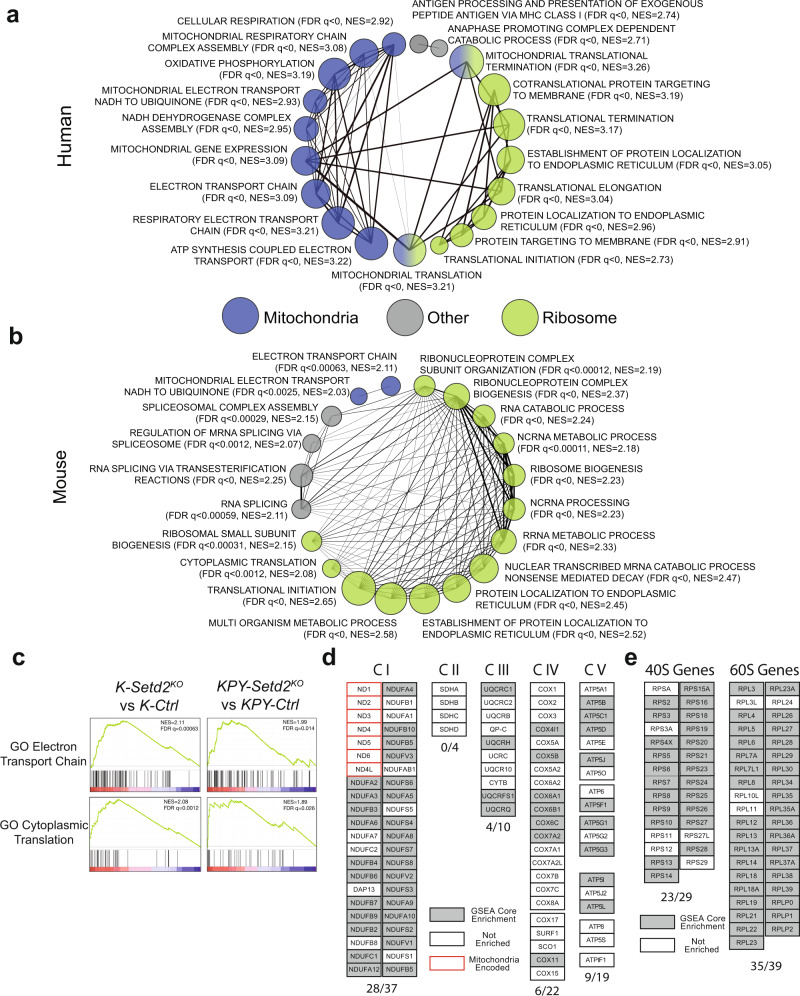
SETD2 deficiency promotes OXPHOS and protein synthesis gene expression programs in human and murine lung adenocarcinomas. **a** Gene set enrichment analysis (GSEA) network plot of the 20 most enriched gene sets negatively-correlated with SETD2 expression in human lung adenocarcinomas. The size of each node corresponds to the normalized enrichment score (NES) and the width of the connecting lines indicates the number of overlapping genes between gene sets. Gene sets are categorized as mitochondrial, ribosomal or other according to the genes represented. **b** GSEA network plot of the top 20 enriched gene sets in *KPY-Setd2*^*KO*^ lung adenocarcinomas. The size of each node corresponds to the normalized enrichment score (NES) and the width of the connecting lines indicates the number of overlapping genes between gene sets. Gene sets are categorized as mitochondrial, ribosomal or other according to the genes represented. **c** Representative mitochondrial (GO Electron Transport Chain) and ribosomal (GO Cytoplasmic Translation) GO biological process ontology gene sets that are enriched in *K-Setd2*^*KO*^ (left) and *KPY-Setd2*^*KO*^ (right) tumors. **d** Depiction of mitochondrial electron transport chain genes that show enrichment in the molecular signatures database (mSigDB) Mootha VOXPHOS gene set in *K-Setd2*^*KO*^ tumors^53^. Genes are grouped according to the relevant ETC complex. Genes that are part of the core enrichment of the gene set are marked in gray, genes that are not enriched are marked in white, and mitochondrial encoded genes are outlined in red. **e** Depiction of ribosomal 40 S and 60 S genes that show enrichment in the mSigDB GO Ribosome Biogenesis gene set in *K-Setd2*^*KO*^ tumors. Genes that are enriched in this gene set are marked in gray while genes that are not enriched are marked in white.

### SETD2-deficient tumors have altered mitochondrial morphology and function

The major driver of enrichment for mitochondrial-associated gene sets in SETD2-deficient tumors was the significant up-regulation of genes encoding mitochondrial electron transport chain (ETC) proteins in complexes I, III, IV and V (Fig. 1D). To determine whether physical changes occur in the mitochondria when *Setd2* is inactivated, we imaged *KP-Ctrl* and *KP-Setd2*^*KO*^ tumors by transmission electron microscopy. Although the overall frequency of mitochondria observed per field of view was similar between genotypes (Supplementary Fig. 2A, B), the mitochondria in *KP-Setd2*^*KO*^ tumors were significantly different than those found in *KP-Ctrl* tumors by several parameters. Grossly, the mitochondria of *KP-Setd2*^*KO*^ tumors were significantly smaller and had a more electron dense matrix than controls (Fig. 2A–C Supplementary Fig. 2A). Morphologically, *KP-Setd2*^*KO*^ mitochondria also had significantly more cristae overall, and on average each cristae was significantly more swollen (Fig. 2A, D, E)^18,19^. While some of these morphological changes can be associated with mitochondrial dysfunction and cell death, the higher electron density in the mitochondria matrix and a greater overall number of cristae in the mitochondria of *KP-Setd2*^*KO*^ tumors may suggest greater oxidative function^20^.

**Fig. 2:**
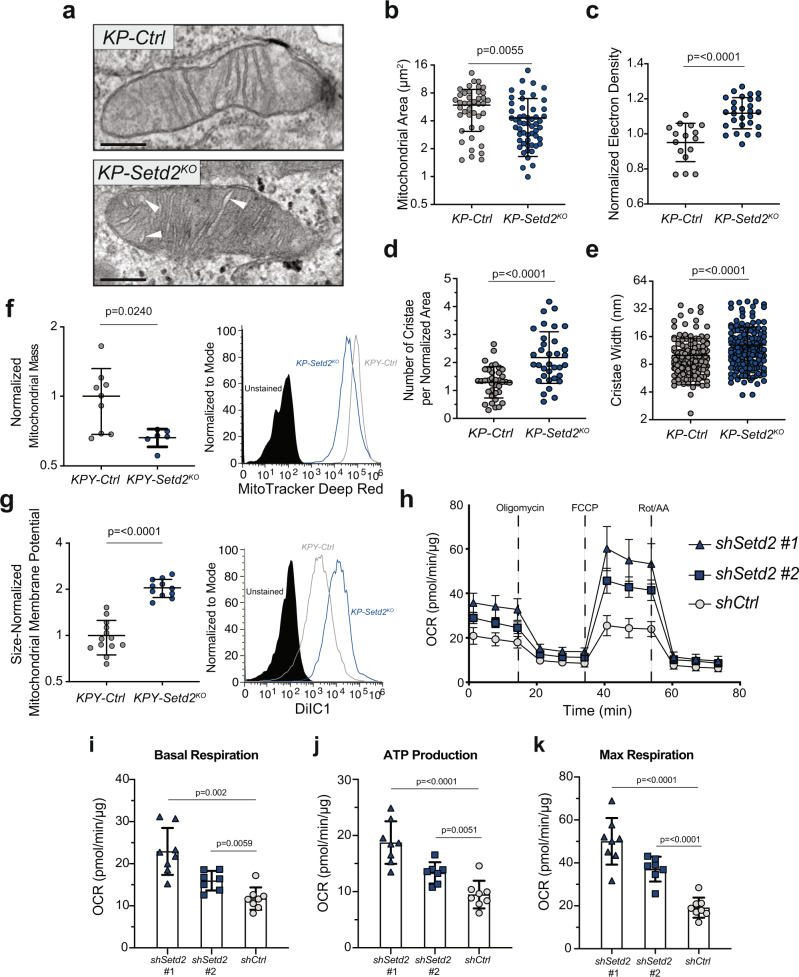
SETD2-deficient tumors contain mitochondria with distinct morphological features and increased electron transport chain activity. **a** Transmission electron micrograph of mitochondria from a *KP-Ctrl* tumor (left) or *KP-Setd2*^*KO*^ tumor (right). White arrows denote swollen mitochondrial cristae. Scale bars = 250 nm. **b** Quantification of the area of individual mitochondria measured from electron micrographs. Data indicate the mean ± standard deviation. Data points represent individual mitochondria (*KP-Ctrl*: *n* = 42 mitochondria, *n* = 3 mice, *KP-Setd2*^*KO*^: *n* = 54 mitochondria, *n* = 3 mice). Significance determined by unpaired Student’s *t*-test. **c** Quantification of the matrix electron density of individual mitochondria measured from electron micrographs. Data indicate the mean ± standard deviation. Data points represent individual mitochondria (*KP-Ctrl*: *n* = 16 mitochondria, *n* = 2 mice, *KP-Setd2*^*KO*^: *n* = 28 mitochondria, *n* = 1 mice). Significance determined by unpaired Student’s *t*-test. **d** Quantification of the number of cristae per mitochondria normalized to mitochondrial area. Data indicate the mean ± standard deviation. Data points represent individual mitochondria (*KP-Ctrl*: *n* = 37 mitochondria, *n* = 3 mice, *KP-Setd2*^*KO*^: *n* = 34 mitochondria, *n* = 3 mice). Significance determined by unpaired Student’s *t*-test. **e** Quantification of the width of individual mitochondrial cristae measured from electron micrographs. Data indicate the mean ± standard deviation. Data points represent individual cristae (*KP-Ctrl*: *n* = 179 cristae, *n* = 42 mitochondria, *n* = 3 mice, *KP-Setd2*^*KO*^: *n* = 177 cristae, *n* = 50 mitochondria, *n* = 3 mice). Significance determined by unpaired Student’s *t*-test. **f** Quantification of the total mitochondrial mass by median fluorescence intensity of MitoTracker Deep Red FM within tumor cells isolated from *KPY* mice. Data represent the mean ± standard deviation. Data points represent individual tumors (*KPY-Ctrl*: *n* = 9 tumors, *n* = 2 mice, *KPY-Setd2*^*KO*^: *n* = 6 tumors, *n* = 2 mice). Significance determined by unpaired Student’s *t*-test. Histogram shows representative flow data from *KPY-*Ctrl and *KPY-Setd2*^*KO*^ tumors with unstained control. **g** Quantification of the mitochondrial membrane potential by median fluorescence intensity of MitoProbe DiIC1(5) within tumor cells isolated from *KPY* mice. Data is normalized to the mitochondrial mass of each sample. Data indicate the mean ± standard deviation. Data points represent individual tumors (*KPY-Ctrl*: *n* = 13 tumors, *n* = 2 mice, *KPY-Setd2*^*KO*^: *n* = 11 tumors, *n* = 2 mice). Significance determined by unpaired Student’s *t*-test. Histogram shows representative flow data from *KPY-*Ctrl and *KPY-Setd2*^*KO*^ tumors with unstained control. **h** Seahorse XF cell mitochondrial stress test assay performed in H2009 sh*Setd2* and sh*Ctrl* cells. Relative oxygen consumption rate was normalized to total protein abundance. Each symbol in OCR profile plots represents the mean of at least *n* = 6 technical replicates of three reading cycles. OCR profile plots for (**i**) basal respiration (**j**) ATP production, and (**k**) maximal respiration. Each symbol represents one technical replicate per cell line. Data indicate the mean ± standard deviation. Significance determined by unpaired Student’s *t*-test.

To investigate mitochondrial properties in neoplastic cells directly ex vivo, we crossed a *Rosa26*^*LSL-YFP*^ Cre-reporter allele into the *KP* model, generating *KPY* mice (Supplementary Fig. 2C)^21^. Consistent with the EM data, *KPY-Setd2*^*KO*^ tumor cells had decreased staining for MitoTracker Deep Red indicative of decreased mitochondrial mass (Fig. 2F). Though *KPY-Setd2*^*KO*^ tumor cells did not differ from *KPY-Ctrl* tumor cells with respect to mitochondrial superoxide production, the mitochondrial oxidative potential and the total ETC activity was significantly higher in *KPY-Setd2*^*KO*^ tumor cells (Fig. 2G, Supplementary Fig. 2D, E).

To determine if the observed mitochondrial changes in SETD2-deficient tumors result in increased mitochondrial function and consequential ATP production, we generated cell lines expressing two distinct shRNAs targeting *Setd2* in the H2009 human lung adenocarcinoma cell line that harbors oncogenic *KRAS* and *p53* mutations^22^. As expected, *SETD2* shRNA-expressing cell lines had decreased SETD2 and H3K36me3 compared to control cell lines, confirming a knockdown of SETD2 (Supplementary Fig. 3A–D). To profile mitochondrial function we performed a cell mitochondrial stress test assay (Seahorse XF) on these cell lines. In agreement with our in vivo data, SETD2-deficient human cell lines displayed increased oxygen consumption rates and ATP production (Fig. 2H–K). These data demonstrate that SETD2-deficiency promotes increased mitochondrial metabolism and are consistent with the gene expression programs that are enriched in human and mouse tumors with low SETD2 expression.

### mTORC1 signaling and protein synthesis are heightened in SETD2-deficient tumors

An additional feature of SETD2-deficient tumors was the significant enrichment of genes associated with protein synthesis and ribosome biogenesis (Fig. 1B, C, E)^23^. 

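In the KPY tumors, the 67 ribosomal protein genes of the small and large cytoplasmic subunits had a median log2 fold change of 0.09 (camera, adjusted p = 0.0433), which did not hold with fry (adjusted p = 0.521). Camera's call held in 8 of the 14 fits that each left out one tumor. Leaving out KPY-Ctrl replicate 5 lowered the median to 0.02 (camera, adjusted p = 0.37). Random gene lists matched on expression had a mean of 0.19, and the ribosomal protein median lay at percentile 2.26 of them. The list therefore rose less than most lists of similar expression. Scaling by library size alone moved the median of all genes tested by -0.14 and that of the list to -0.03. Relative to the median of all genes, the list was at 0.056 with TMM normalization and at 0.079 with library size only. The 107 ribosome biogenesis genes had a median of 0.06 (camera, adjusted p = 0.25) and the 77 mitochondrial ribosomal protein genes a median of 0.05 (camera, adjusted p = 0.101). Relative to all genes these were 0.030 and 0.024, and 0.031 and 0.032 with library size only. In edgeR's fit on genotype alone, 1 ribosome biogenesis gene had an adjusted p under 0.05 adjusted over the list alone, and none did over all genes tested. Utp3 had the smallest p of that list, with 64.9 ± 12.7 CPM (SD, n = 6) in KPY-Ctrl and 103.2 ± 10.0 CPM (SD, n = 8) in KPY-Setd2KO tumors (adjusted p over all genes of 0.116 from edgeR's quasi-likelihood test and 8.32e-05 from DESeq2). Reads of ribosomal protein genes can be shared with their pseudogenes, so their estimated counts are uncertain.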

To assess the impact of SETD2 deficiency on protein synthesis, we pulse-labeled *K-Ctrl* and *K-Setd2*^*KO*^ mice with the tRNA mimetic O-propargyl-puromycin (OP-Puro). OP-Puro is incorporated into actively translated proteins to allow for quantification of protein synthesis by flow cytometry or fluorescent microscopy and offers a method to quantify the rate of protein synthesis that is compatible with small sample sizes^24–26^. Combined staining for H3K36me3 and OP-Puro incorporation demonstrated a marked enhancement of overall protein synthesis in *K-Setd2*^*KO*^ tumors (Fig. 3A, B). The incorporation of the *Rosa26*^*LSL-YFP*^ allele in our *KPY* model afforded an orthogonal approach to study differences in protein synthesis rates by measuring the brightness of cells expressing the YFP reporter protein. While *KPY-Setd2*^*KO*^ tumor cells were only slightly larger (3.8% higher FSC-A) and mRNA expression from the *Rosa26*^*LSL-YFP*^ allele was similar to *KPY-Ctrl* tumor cells, *KPY-Setd2*^*KO*^ tumor cells had an 18.5% increase in mean YFP fluorescence. This indicates a positive effect on YFP protein synthesis without affecting YFP mRNA production. (Supplementary Fig. 4A, B). These data suggest that SETD2 normally constrains the rate of protein synthesis in addition to the degree of OXPHOS. These functions, which would be expected to limit cellular proliferation, are consistent with the proliferation-driving effects of *Setd2* inactivation in KRAS-driven lung cancer.

**Fig. 3:**
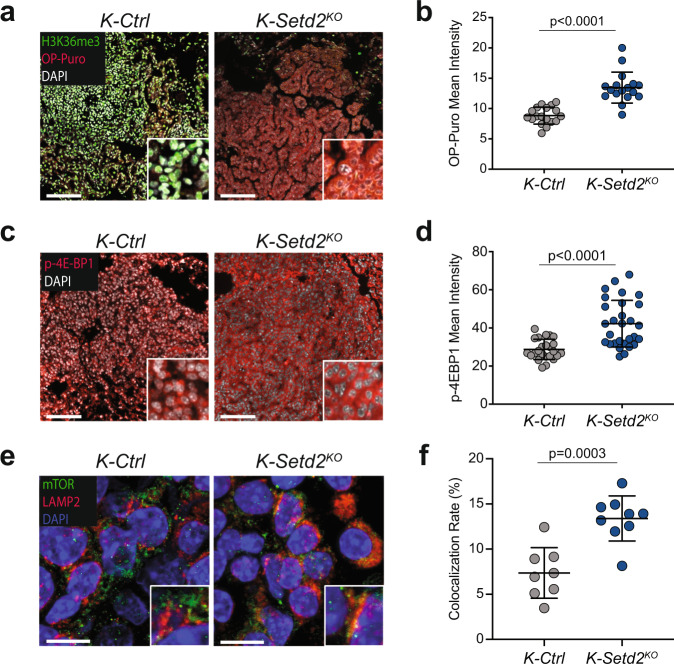
SETD2-deficient tumors have increased protein synthesis and high mTORC1 signaling. **a** Representative images of o-propargyl-puromycin (OP-Puro) incorporation (red), H3K36me3 (green), and DAPI-stained nuclei (white) in *K-Ctrl* (left) and *K-Setd2*^*KO*^(right) tumors. Scale bars = 100 μm, insets are magnified 5x. **b** Quantification of OP-Puro mean fluorescence intensity in *K-Ctrl* and *K-Setd2*^*KO*^ tumors. Data represent the mean ± standard deviation. Data points represent individual tumors (*K-Ctrl*: *n* = 18 tumors, *n* = 3 mice, *K-Setd2*^*KO*^: *n* = 17 tumors, *n* = 3 mice). Significance determined by unpaired Student’s *t*-test. **c** Representative images of phosphorylated 4E-BP1(T37/46) staining (red) in *K-Ctrl* (left) and *K*-*Setd2*^*KO*^(right) tumors. Nuclei are counterstained with DAPI (white). Scale bars = 100 μm, insets are magnified 5x. **d** Quantification of p-4E-BP1(T37/46) mean fluorescence intensity in *K-Ctrl* and *K-Setd2*^*KO*^ tumors. Data represent the mean ± standard deviation. Data points represent individual tumors (*K-Ctrl*: *n* = 24 tumors, *n* = 3 mice, *K-Setd2*^*KO*^: *n* = 29 tumors, *n* = 3 mice). Significance determined by unpaired Student’s *t*-test. **e** Representative images of co-immunofluorescence of mTOR (green) and LAMP2 (red) indicating localization of mTOR at the lysosome (yellow) in *K-Ctrl* (left) and *K-Setd2*^*KO*^(right) tumors. Nuclei are counterstained with DAPI (blue). Scale bars = 10 μm, inset is magnified 2X. **f** Quantification of the percentage of colocalization between mTOR and LAMP2 in *K- Ctrl* and *K-Setd2*^*KO*^ tumors. Data points represent individual tumors (*K-Ctrl*: *n* = 8 tumors, *n* = 3 mice, *K-Setd2*^*KO*^: *n* = 9 tumors, *n* = 3 mice). Significance determined by unpaired Student’s *t*-test.

Tightly linked with both protein synthesis and OXPHOS is the master nutrient sensing complex mTORC1^27–29^. To determine whether SETD2 deficiency is associated with increased mTORC1 activity, we first evaluated human lung adenocarcinomas using reverse phase protein array (RPPA) data from the Cancer Proteome Atlas^30,31^. An established marker of mTORC1 activity is the sequential phosphorylation of the translational repressor 4E-BP1, first at Thr37/Thr46 to prime subsequent phosphorylation at Thr70 and Thr65^32,33^. SETD2-deficient human tumors had significantly increased phosphorylation of 4E-BP1 at Thr70, while total 4E-BP1 levels were unchanged (Supplementary Fig. 4C). Additionally, there was a significant negative correlation between *SETD2* mRNA expression and phosphorylated 4E-BP1(T70) (Supplementary Fig. 4D). By profiling human lung adenocarcinoma genomic data we also found that tumors with low SETD2 expression were significantly enriched for an mTORC1 signaling-related gene set (Supplementary Fig. 4E)^2^. Consistent with these analyses of human datasets, we identified significantly increased mTORC1-dependent 4E-BP1(T37/46) phosphorylation in *K-Setd2*^*KO*^ tumors compared to *K-Ctrl* tumors (Fig. 3C, D)^34^. Further, SETD2-deficient tumors had significantly higher levels of mTORC1 localized at the lysosome where it is known to actively signal, further indicating that SETD2 deficiency promotes mTORC1 activity (Fig. 3E, F).

### Therapeutic targeting of OXPHOS and mTORC1 counteracts SETD2-deficient tumor growth

Our discovery that mTORC1 signaling, protein synthesis, and mitochondrial OXPHOS are increased in SETD2-deficient tumors suggested that these processes may drive cell proliferation and thus offer therapeutic susceptibilities for *SETD2*-mutant cancers. To assess this possibility, we treated mice bearing established *K-Ctrl* and *K-Setd2*^*KO*^ tumors daily for 4 weeks with either the mTORC1 inhibitor rapamycin, the mitochondrial complex I inhibitor IACS-10759, or the anti-diabetic biguanide phenformin which inhibits both complexes (Fig. 4A)^35–37^. All three therapeutics had little effect on *K-Ctrl* tumors. However, each treatment significantly suppressed the increased tumor growth of *K-Setd2*^*KO*^ tumors (Fig. 4B, C). SETD2-deficient tumors were particularly sensitive to rapamycin treatment, which had a similar suppressive effect on tumor growth as phenformin which inhibits both mitochondrial complex I and mTORC1 signaling (Fig. 4B, C). Inhibition of mTORC1 and mitochondrial complex I activity resulted in significantly reduced cell proliferation, marked by decreased phospho-H3 presence, demonstrating that the proliferative impact of SETD2 inactivation is driven, at least in part, through these pathways (Fig. 4D, Supplementary Fig. 5A). Further, inhibition of mTORC1 and mitochondrial complex I, alone or in combination, did not result in significant levels of cell death indicating that cell death is not the cause of the decreased tumor growth observed (Supplementary Fig. 5B). Phenformin is a highly potent inhibitor of both mitochondrial complex I and mTORC1. This potency has led to significant toxicity and its clinical replacement for the treatment of type II diabetes with the related biguanide metformin, which is used widely and is epidemiologically associated with suppressing cancer incidence^38–40^. Therefore, we treated *K-Ctrl and K-Setd2*^*KO*^ mice bearing established tumors with metformin for an extended period of 12 weeks, mimicking long-term metformin treatment. While metformin treatment had no impact on *K-Ctrl* tumor growth, metformin-treated *K-Setd2*^*KO*^ tumors were significantly smaller and less proliferative than vehicle treated *K-Setd2*^*KO*^ tumors (Fig. 4E–G).

**Fig. 4:**
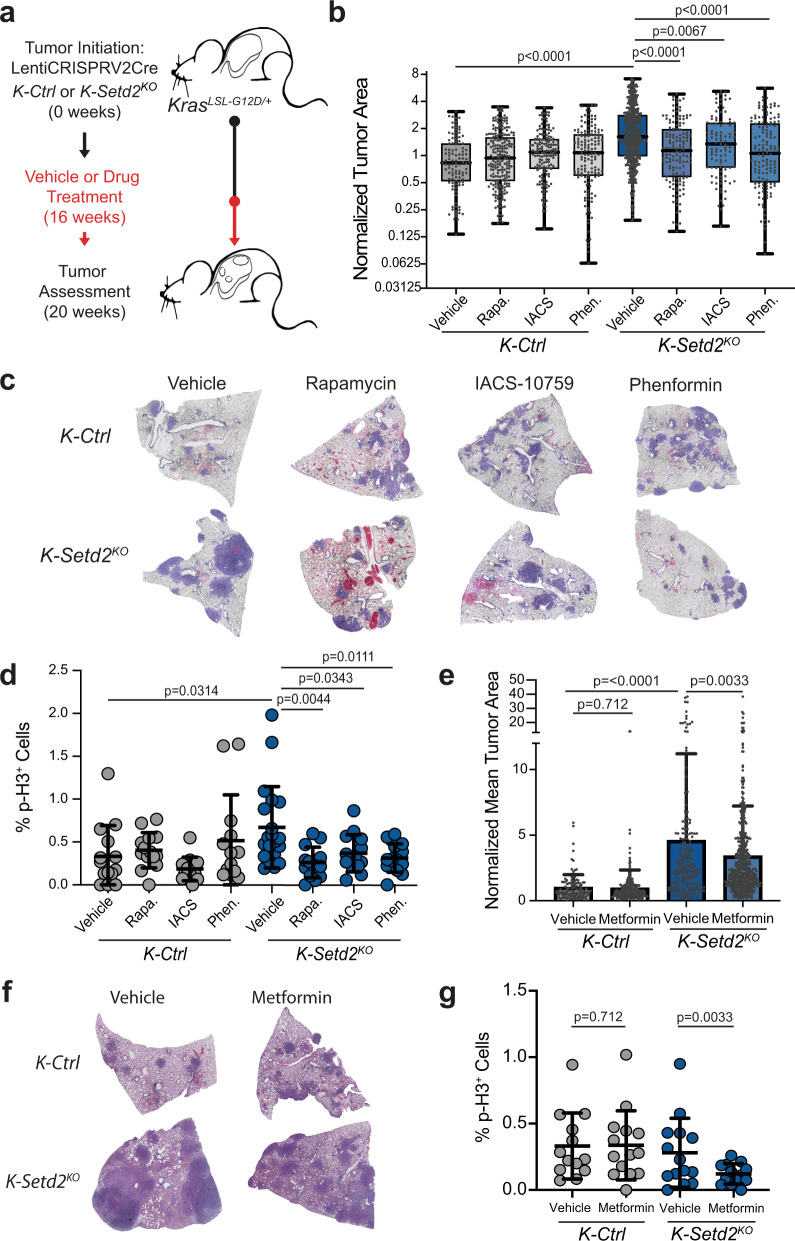
mTORC1 signaling and mitochondrial OXPHOS are required for the growth- promoting effects caused by SETD2-deficiency. **a** Schematic of experiment whereby *K-Ctrl* or *Setd2*^*KO*^ tumors were initiated using LentiCRISPRv2Cre. 16 weeks after tumor initiation (black line) mice were randomly assigned to vehicle or drug treatment regimen for 4 weeks (red line), at which point mice were sacrificed for assessment. For metformin treatment, mice were given the drug for 12 weeks prior to sacrifice. **b** Quantification of mean tumor areas in vehicle-, rapamycin-, IACS-10759-, or phenformin-treated *K-Ctrl* or *K-Setd2*^*KO*^ mice. Individual tumor sizes were normalized to the mean area of vehicle-treated control mice. Box and whisker plots indicate the median, lower quartile, upper quartile, maximum and minimum data points. Data points represent individual tumors (*K-Ctrl*: *n* = 109 vehicle, *n* = 216 rapamycin, *n* = 155 IACS-10759, *n* = 144 phenformin; *K-Setd2*^*KO*^: *n* = 503 vehicle, *n* = 142 rapamycin, *n* = 99 IACS-10759, *n* = 138 phenformin). Significance determined by unpaired Student’s *t*-test. **c** Representative scans of tumor-bearing lobes from *K-Ctrl* or *K-Setd2*^*KO*^ mice treated with vehicle, rapamycin, IACS-10759 or phenformin. **d** Quantification of cell proliferation by the percentage of p-H3 positive cells in *K-Ctrl* or *K-Setd2*^*KO*^ tumors treated with vehicle, rapamycin, IACS-10759 or phenformin. Data indicate the mean ± standard deviation. Data points represent individual tumors (*K-Ctrl*: *n* = 14 vehicle, *n* = 14 rapamycin, *n* = 13 IACS-10759, *n* = 13 phenformin; *K-Setd2*^*KO*^: *n* = 20 vehicle, *n* = 14 rapamycin, *n* = 14 IACS-10759, *n* = 14 phenformin). Significance determined by unpaired Student’s *t*-test. **e** Quantification of mean tumor areas in vehicle- and metformin-treated *K-Ctrl* or *K- Setd2*^*KO*^ mice. Individual tumor sizes normalized to the mean area of vehicle-treated control mice. Data represent the mean ± standard deviation. Data points represent individual tumors (*K-Ctrl*: *n* = 115 vehicle, *n* = 236 metformin; *K-Setd2*^*KO*^: *n* = 193 vehicle, *n* = 503 metformin). Significance determined by unpaired Student’s *t*-test. **f** Representative scans of tumor-bearing lobes from *K-Ctrl* or *K-Setd2*^*KO*^ mice treated with vehicle or metformin. **g** Quantification of cell proliferation by the percentage of p-H3 positive cells in *K-Ctrl* and *K-Setd2*^*KO*^ mice given vehicle treatment or metformin. Data indicate the mean ± standard deviation. Data points represent individual patient tumors (*K-Ctrl*: *n* = 13 Vehicle, *n* = 14 Metformin; *K-Setd2*^*KO*^: *n* = 14 Vehicle, *n* = 13 Metformin). Significance determined by unpaired Student’s *t*-test. Note: No survival experiments were conducted and efficacy of drug treatments is solely based on the differences in tumor size shown here.

## Discussion

Here, we identify a conserved enhancement of gene expression programs and functional markers associated with oxidative metabolism and protein synthesis in SETD2-deficient cancers. The tumor suppressive function of the chromatin modifier SETD2, at least in the context of KRAS-driven lung adenocarcinoma, is therefore to limit pro-proliferative metabolic pathways by restricting oxidative metabolism and protein synthesis. As such, our data bolster the expanding realization that the metabolic state of a cell is intimately linked to the repertoire of post translational modifications on histones^41–43^.

Our work uncovers a role for SETD2 in constraining mitochondrial OXPHOS and mTORC1 signaling to limit cellular proliferation in the context of KRAS-driven lung adenocarcinoma. It is notable that these roles are not entirely dissimilar to those regulated by the LKB1 tumor suppressor, a well-known regulator of nutrient-sensing mechanisms that impinge on mTORC1 signaling^44^. Further, silencing or inactivation of *Lkb1* also sensitizes lymphoma and lung adenocarcinoma to phenformin^35,45^. The parallels between the consequences of SETD2 and LKB1 inactivation are all the more provocative given an apparent functional-genetic epistatic relationship in KRAS-driven mouse models and their mutually exclusive pattern of mutation in human of lung adenocarcinoma patients^2,15^. Determining whether and how LKB1 and SETD2 fit into a singular pathway predicted by these overlapping phenotypes and their genetic epistasis is an intriguing possibility that has yet to be determined.

Finally, we demonstrate not only that signaling through OXPHOS and mTORC1 is required for the proliferative benefit bestowed upon tumor cells following SETD2 inactivation, but that they also represent readily actionable therapeutic vulnerabilities for patients with SETD2-deficient tumors. Therefore, our study nominates OXPHOS and mTORC1 inhibition as a targeted therapy for SETD2-deficient lung adenocarcinoma.

## Methods

### Animal studies and treatment

Animal studies were performed under strict compliance with Institutional Animal Care and Use Committee at University of Pennsylvania (804774). *Kras*^*LSL-G12D*^ mice (Jax stock number 008179), *Trp53*^*flox/flox*^ mice (Jax stock number 008462), and *Rosa26*^*LSL-YFP/ LSL-YFP*^ mice have previously been described^21,46,47^. Mice are mixed B6J/129S4vJae. Mice were transduced with 6×10^4^ plaque forming units (PFUs) per mouse of LentiCRISPRv2Cre by endotracheal intubation^48^. LentiCRISPRv2Cre expressing sgRNAs targeting *GFP* or *β-Galactosidase* (BGal) were used as controls, while an sgRNA targeting *Setd2* was used for knockouts. For control sgRNAs, sgGFP was used to induce *K* tumors for RNA-sequencing, while sgBGal was used for all other experiments. The sgRNA sequences are: sgGFP-GGGCGAGGAGCTGTTCACCG, sgBGal – CACGTAGATACGTCTGCATC, and sgSetd2-AATGGGCTGAGGTACGCCGT^14,49^. 

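The sgSetd2 sequence AATGGGCTGAGGTACGCCGT matches Setd2 on chromosome 9 of GRCm38 from 110548531 to 110548550, on the minus strand, which is opposite to the gene. The match is followed by the PAM GGG. It lies in coding sequence, in exon 3 of the 21 exons of ENSMUST00000153838.7. The surrounding sequence, read along the guide, is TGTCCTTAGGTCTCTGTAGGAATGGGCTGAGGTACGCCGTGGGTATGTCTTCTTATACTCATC. The sgBGal and sgGFP sequences had no exact match in the annotated mouse transcripts. Only transcripts were searched, so introns and intergenic sequence were not examined.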

Lentivirus production and titration was performed as described previously^14^.

For drug experiments, OpenStandard Diet was formulated with Rapamycin (MedChem Express) at 15 mg kg^−1^ for a dose of 2 mg/kg/day or IACS-10759 (MedChem Express) at 37.5 mg kg^−1^ for a dose of 5 mg/kg/day by Research Diets. Mice were placed on treatment diet 4 weeks prior to analysis. For phenformin treatment, mice were given the drug by oral gavage daily on a 5 days on/2 days off schedule for 4 weeks. Mice were given 200 mg/ kg/day phenformin dissolved in water (Cayman Chemicals). For metformin treatment, metformin was placed in the drinking water of mice at 1.25 mg/ml for 12 weeks prior to sacrifice (Sigma-Aldrich). No statistical methods were used to predetermine sample sizes. The size of each animal cohort was determined by estimating biologically relevant effect sizes between control and treated groups and then using the minimum number of animals that could reveal statistical significance using the indicated tests of significance. All animal studies were randomized in ‘control’ or ‘treated’ groups, and roughly equal proportions of male and female animals were used. However, all animals housed within the same cage were generally placed within the same treatment group. For histopathological assessments of tumor size, researchers were blinded to sample identity and group. The animal protocol was approved by the University Laboratory Animal Resources (ULAR) at the University of Pennsylvania and the IACUC.

### Immunohistochemistry and immunofluorescence

Lung and tumor tissues were dissected into 10% neutral-buffered formalin overnight at room temperature before dehydration in a graded alcohol series. Paraffin-embedded and H&E-stained histological sections were produced by the Penn Molecular Pathology and Imaging Core. Immunostaining for H3K36me3 (Abcam, ab9050, 1:1000), p-4E-BP1(T37/46) (Cell Signaling Technology, cs2855, 1:100), mTOR (Cell Signaling Technology, cs2983, 1:100), LAMP2 (Abcam, ab13524, 1:100) and p-H3 (Cell Signaling Technology, cs9701, 1:500) were performed after citrate-based antigen retrieval. H3K36me3 alone was assessed by immunohistochemistry using ABC reagent (Vector Laboratories, PK-4001) and ImmPACT DAB (Vector Laboratories, SK-4105) according to the product instructions. P-4E-BP1(T37/46) was assessed by immunofluorescence using a biotinylated secondary antibody (Vector Laboratories, PK-4001) according to product instructions, and Streptavidin-conjugated Alexa594 (Thermo Fisher S11227, 1:200). Colocalization of mTOR and LAMP2 was determined using an anti-Rat Alexa647 antibody (Thermo Fisher A21247, 1:200) to detect LAMP2, and a biotinylated anti-Rabbit secondary antibody (Vector Laboratories, PK-4001) followed by Streptavidin-conjugated Alexa488 (Thermo Fisher S32354, 1:200) to detect mTOR.

Immunohistochemistry and immunofluorescence were both performed on paraffin-embedded sections following the same antigen-retrieval protocol. Sections were incubated in primary antibody overnight at 4 °C, secondary antibody for 1 hour at room temperature, and for immunofluorescence Streptavidin-conjugated fluorophore for 1 hour at room temperature in the dark.

For TUNEL staining, tissues were deparaffinized and then permeabilized with 0.1% sodium citrate and 0.1% Triton-X in PBS for 8 minutes. FITC-conjugated TUNEL labeling mix (Millipore Sigma, 11684795910) was added to permeabilized tissue sections and incubated for 1 hour at 37 °C in the dark. For all immunofluorescence staining, nuclei were stained using 5 mg/ml DAPI at a 1:1000 dilution for 10 minutes, and then slides were mounted with Fluoro-Gel (EMS, 17985-50).

### O-Propargyl-Puromycin Analysis

For the quantification of protein translation, mice were injected intraperitoneally (IP) with 200 μl of a 10 mM solution of OP-Puro dissolved in PBS as previously described^24^. 1 hour after OP-Puro IP injection, mice were sacrificed and lungs were formalin fixed and paraffin embedded as described above. Co-immunofluorescence for H3K36me3 and OP-Puro was performed to quantify translation rates in tumors lacking SETD2 activity. Antigen retrieval was performed using a solution of 20 μg/ml proteinase K in TE Buffer (pH 8) at 37 °C for 10 minutes. A click chemistry reaction was then performed for 30 minutes at room temperature in the dark to conjugate Alexa594 to incorporated OP-Puro according to product instructions (Thermo Fisher, C10429, beginning at Step 5.1). Samples were kept in the dark for all further steps. Samples were treated with avidin and biotin blocking steps for 20 minutes each (Vector Laboratories, SP-2001), and a 30-minute protein block (Dako, X090930-2) before incubating with H3K36me3 primary antibody (Abcam, ab9050) at 1:300 overnight at 4 °C. H3K36me3 was then detected using a biotinylated secondary antibody for 1 hour (Vector Laboratories, PK-4001) followed by streptavidin-conjugated Alexa488 for 1 hour at a 1:200 dilution (Thermo Fisher, S-32354). Nuclei were stained using 5 mg/ml DAPI at a 1:1000 dilution for 10 minutes, and then slides were mounted with Fluoro-Gel (EMS, 17985-50).

### Histological quantification

The analysis of mTOR/LAMP2 colocalization was performed using a Leica TCS SP5 II confocal microscope. Z-stack projections of confocal images taken of control and SETD2-deficient tumors were analyzed. For the quantification of PLA individual loci were counted from z-stack projections. The LAS X colocalization tool was used for the quantification of mTOR/LAMP2 colocalization, All other photomicrographs were captured on a Leica DMI6000B inverted light and fluorescence microscope, and ImageJ software was used for subsequent histological quantifications^50^. For the quantification of staining intensity for OP-Puro and p-4EBP1(T37/46), single fluorescent channel images were obtained and the mean fluorescence intensity of staining for each tumor was quantified in ImageJ. Great care was made to ensure that background signal from blood vessels, or empty spaces were excluded from the analysis. For the quantification of tumor sizes under varying conditions including drug treatments, a tile scan of each mouse lung was obtained using the Leica DMI600B microscope and tumor area was measured in ImageJ. Tumor areas were then normalized to the mean area of a sgCtrl, vehicle treatment tumor. For the quantification of p-H3 staining, total nuclei in each tumor were counted using the IHC Profiler plugin for ImageJ, and p-H3-expressing nuclei were counted in ImageJ using the Cell Counter plugin^51^. For all histological analyses each data point represents an individual tumor.

### Flow Cytometry

Tumors were microdissected directly from the lungs of *Kras*^*LSL-G12D/+*^*;Trp53*^*flox/flox*^*; Rosa26*^*LSL-YFP/LSL-YFP*^ (*KPY*) mice and individually placed in 500 μl of tumor digestion buffer consisting of PBS containing 10 mM HEPES pH 7.4, 150 mM NaCl, 5 mM KCl, 1 mM MgCl_2_, and 1.8 mM CaCl_2_, along with freshly added Collagenase 4 (Worthington 100 mg/ml solution, 20 μl per ml of digestion buffer) and DNase I (Roche 10 mg/ml solution, 4 μl per ml of digestion buffer). Tumors were manually disassociated using scissors, and then placed in a 4 °C shaker for 1 hour at 250 rpm. Digested tumors were then filtered into strainer-cap flow tubes (Corning, 352235) containing 1 ml of horse serum (Thermo Fisher, 16050122) to quench the digestion reaction. Cells were spun down at 200 g for 5 minutes with the cap in place to obtain all cells. The supernatant was aspirated, cells were washed once with PBS and then resuspended with a given mitochondrial dye to stain for 30 minutes at 37 °C. To quantify mitochondrial volume, cells were incubated with 50 nM MitoTracker Deep Red FM (Thermo Fisher, M22426), combined with 50 μM of CCCP (Thermo Fisher, M34151) to eliminate confounding effects of mitochondrial membrane potential differences. To quantify mitochondrial membrane potential cells were incubated with 20 nM MitoProbe DiIC1(5) (Thermo Fisher, M34151). To quantify mitochondrial oxidative potential cells were incubated with 100 nM MitoTracker Red CM-H_2_XRos (Thermo Fisher, M7513). To quantify mitochondrial ROS cells were incubated with 5 μM MitoSOX Red (Thermo Fisher, M36008). After 30 minutes of staining, cells were washed twice with PBS and then resuspended in 100 μl of staining solution of FACS buffer containing biotinylated antibodies against CD31 (BD Biosciences, 558737, 1:100), CD45 (BD Biosciences, 553078, 1:200), and Ter-119 (BD Biosciences, 553672, 1:100), for 25 minutes at a 4 °C. Cells were washed twice and resuspended in 100 μl of streptavidin-conjugated APC- eFluor 780 (Thermo Fisher, 47-4317-82) for 20 minutes. Finally, cells were washed twice and resuspended in FACS buffer containing DAPI at a 1:1000 dilution. Flow cytometry was performed using an Attune NxT flow cytometer (Thermo Fisher), and gating was performed to exclude doublets, dead cells, YFP- cells and non-epithelial contaminating cell types (see Supplementary Fig. 2c). Mitochondrial properties were then quantified by measuring the median fluorescence intensity of a given dye in live, YFP + tumor cells. For the quantification of YFP protein expression the mean fluorescence intensity of YFP was quantified for each sample by flow cytometry. For all flow cytometry analyses each data point represents an individual tumor.

### RNA sequencing and human dataset analysis

For gene expression analysis in human tumors, RNA-sequencing data was obtained from the Cancer Genome Atlas lung adenocarcinoma dataset^2^. Due to the relative infrequency of *SETD2* mutations, a comparison of mutant and wildtype cases had insufficient statistical power to draw meaningful conclusions. Therefore, mRNA expression data was extracted by the Penn Institute for Biomedical Informatics, and a pearson correlation score was calculated comparing the expression of *SETD2* to all other genes. All genes were ranked in order according to the genes most negatively correlated with *SETD2* expression to most positively correlated, and this rank list was used to perform Gene Set Enrichment Analysis (GSEA) examining GO biological processes using the molecular signature database (MSigDB)^52,53^. For gene expression analysis in *K-Ctrl* and *K-Setd2*^*KO*^ tumors, analysis was performed on previous sequencing results^14^. For gene expression analysis in *KPY-Ctrl* and *KPY-Setd2*^*KO*^ tumors, tumors were microdissected away from normal lung tissue, and digested into a single cell suspension as described above. Live, YFP + tumor cells were isolated by cell sorting, spun down and flash frozen in liquid nitrogen. RNA was extracted using the RNeasy Plus Micro kit (Qiagen, Catalog #74034) using 350 μl of RLT Plus and the QIAshredder columns as per manufacturer’s instructions. Total RNA quantity was measured using the Qubit RNA HS assay kit (ThermoFisher, Catalog #Q32852) and RNA quality was measured using a BioAnalyzer RNA 6000 Nano assay (Agilent, Catalog #5067-1511). Sequencing libraries were prepared on the Illumina NeoPrep and subjected to 75-bp single-end sequencing on the Illumina NextSeq 500 platform. Fastq files for each sample were aligned against the mouse genome, build GRCm38.p5, using Salmon (v0.8.2)^54^.

Differentially expressed genes were identified with DESeq2 (v1.17.0) and ranked according to the Stat value which considers both the significance, fold-change and directionality of the gene expression change (Supplementary Data 1)^55^. This rank of genes most upregulated upon *Setd2* loss was then used to perform GSEA examining GO biological processes using the MSigDB. GSEA network plots of the top 20 pathways negatively correlated with *SETD2* expression in both human and mice were then generated as previously described^23^. A graphical depiction of the network plot was then generated using Gephi v.0.9.2, and gene sets were characterized according to their functions^56^. To quantify YFP RNA expression the total YFP read count was quantified from RNA- sequencing data of *KPY* tumors using Salmon (v0.8.2).

To analyze 4E-BP1 protein levels and phosphorylation in human tumors, level 4 RPPA data from human lung adenocarcinomas was extracted from the Cancer Proteome Atlas website^30,31^. RPPA z-scores were matched with gene expression and genetic information from each sample represented in the TCGA lung adenocarcinoma dataset^2^. The RPPA z-score for phosphorylated 4E-BP1(T70) was compared to *SETD2* mRNA expression z-scores for each sample. The levels of total 4E-BP1 and phosphorylated 4E-BP1(T70) were also compared between tumor samples with wildtype *SETD2*, and *SETD2* deficiency (defined as tumors containing either an inactivating mutation in *SETD2*, homozygous loss of the gene, or a loss of 1 copy of *SETD2* along with a mRNA z-score < −0.5).

### Electron Microscopy

Tumors were microdissected directly from the lungs of mice and then the tissue was divided in half. One portion of each tumor was fixed for IHC to determine the H3K36me3-status of the given tumor as described above, while the other portion was fixed overnight in an osmium solution obtained from the Penn Electron Microscopy Resource Lab (EMRL), and then submitted to the EMRL for further tissue processing and staining with uranyl acetate and lead citrate. Transmission electron microscopy (TEM) was then performed using a JEOL JEM-1010 for both control and SETD2- deficient tumor samples. Images were taken at 60,000 to 150,000 X magnification, and mitochondrial properties were then quantified using ImageJ, normalizing to the magnification of the image. Mitochondrial size was in Image J, while mitochondrial number was quantified by counting the number of mitochondria per field of view across multiple 15,000 X magnification images. Mitochondrial cristae width was quantified in Image J by drawing a perpendicular line between the inner membranes of cristae, and then quantifying the resulting distance. Mitochondrial electron density was quantified by measuring the mean pixel darkness of the mitochondrial matrix in ImageJ and normalizing this to the mean pixel darkness of the surrounding cytoplasm. Mitochondrial cristae density was quantified by counting the number of cristae in an individual mitochondrion and then dividing by the mitochondrial area.

### Cell lines

SETD2 shRNA sequences from Skutcha et al.^57^ were cloned into the retroviral MLP shRNA expression vector. shRNA sequences are: shSETD2 #1: CAAGCAAAGAAGTATTCAGAA and shSETD2 #2: CAACCAACAGTCTGTCAGTGT. NCI-H2009 human lung adenocarcinoma cells (from NCI cell line repository) were infected with retrovirus harboring shSETD2 #1, shSETD2 #2, or MLP empty vector. Antibiotic selection was performed and efficiency of SETD2 knockdown was assessed via immunoblot analysis and RT-PCR.

### Immunoblot analysis

For whole cell lysates, cells were lysed in RIPA buffer. Acid-extracted histones were prepared for histone methylation Western blot. Samples were resolved on NuPage 4–12% Bis-Tris protein gels (Thermo Fisher) and transferred to polyvinylidene fluoride (PVDF) membranes. Blocking, primary and secondary antibody incubations were performed in Tris-buffered saline (TBS) with 0.1% Tween-20. H3K36me3 (1:1000, Abcam, ab9050), SETD2 (1:1000, Cell Signaling Technology, E4W8Q), H3 (1:10000, Abcam ab1791), β-actin (1:10000,Sigma Aldrich, A2066), were assessed by western blotting. β-actin and H3 were used as loading controls. Protein concentration was determined using a BCA protein assay kit (Thermo Fisher Scientific, 23225).

### Quantitative reverse transcription-PCR

Total RNA was extracted from cells using Qiagen RNeasy Mini Kit (Qiagen, 74106). cDNA synthesis was performed using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814). RT-PCR was performed using SYBR Green I Nucleic Acid Gel Stain (Invitrogen, S7563) in triplicate, following manufacturer instructions, and evaluated on an Applied Biosystems ViiA 7 RT-PCR machine. Setd2 forward primer: CTTCTACCACGTATCAGCAACC, *Setd2* reverse primer: GTAATCACGTGTCCCACCATAC. *β-actin* forward primer: CCAACCGCGAGAAGATGA, *β-actin* reverse primer: CCAGAGGCGTACAGGGATAG.

### Seahorse XF Cell Mito Stress Analysis

Oxidative respiration was measured using XF Cell Mito Stress Test Kit (Agilent Technologies, 103015-100). 1 × 10^4^ cells per well were seeded on an XF96 Cell Culture Microplate. Microplate was incubated for 24 h at 37 C. Seahorse XF96 FluxPak sensor cartridge was hydrated with 200 μl of Seahorse Calibrant in a non-CO_2_ incubator at 37 C overnight. After 24 h, cells were incubated with base medium (Agilent Technologies, 102353-100) containing 2 mM L-glutamine, 1 mM sodium pyruvate, and 10 mM glucose in a non-CO_2_ incubator at 37 C for 45 min prior to assay. Oxygen consumption rate (OCR) was measured by XFe96 extracellular flux analyzer with sequential injections of 1 μM oligomycin, 1 μM FCCP, and 0.5 μM rotenone/antimycin A. After the run, cells were lysed with 15 μl RIPA buffer and protein concentration was quantified using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23225). OCR measurements were normalized to the protein concentration in each well.

### Statistics and Reproducibility

All analyses were performed using Graphpad Prism (v.8.1.1). For all analyses of mitochondrial properties, immunofluorescence, percentage of p-H3^+^ cells, normalized tumor areas and RPPA analysis comparing *SETD2* wildtype and deficient tumors, unpaired Student’s *t*-tests were performed. For the comparison of *SETD2* mRNA expression and p-4E-BP1(T70) levels by RPPA, a linear regression analysis was performed. Outliers were excluded from rapamycin, IACS-10759 and phenformin experiments using the ROUT method with a Q of 0.1%. Sample sizes for individual experiments are indicated in the figure legends. Reproducibility of the findings were confirmed by analyzing at least *n* = 3 technical and/or independent biological replicates as indicated in the figure legends. The findings of all the biological replicates were consistent.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The raw RNA sequencing data associated with Fig. 1b–e and Supplementary Fig. 1h, i have been deposited publicly in the Gene Expression Omnibus (GEO) under accession number GSE224270. The list of differentially expressed genes associated with Fig. 1b–e and Supplementary Fig. 1h, i are available in Supplementary Data 1. Source data associated with Figs. 2b–I, 3b, d, f, 4b, d, e, g and Supplementary Fig. 2b, d, e, 3b, d, and 4a–d are available in Supplementary Data 2. Uncropped western blots are available in Supplementary Fig. 6.

# Supplementary material for: Setd2 inactivation sensitizes lung adenocarcinoma to inhibitors of oxidative respiration and mTORC1 signaling
**Source:** Commun Biol. 2023 Mar 10;6:255. doi: 10.1038/s42003-023-04618-3
**Supplement:** Supplementary file 2 — Supplementary Information

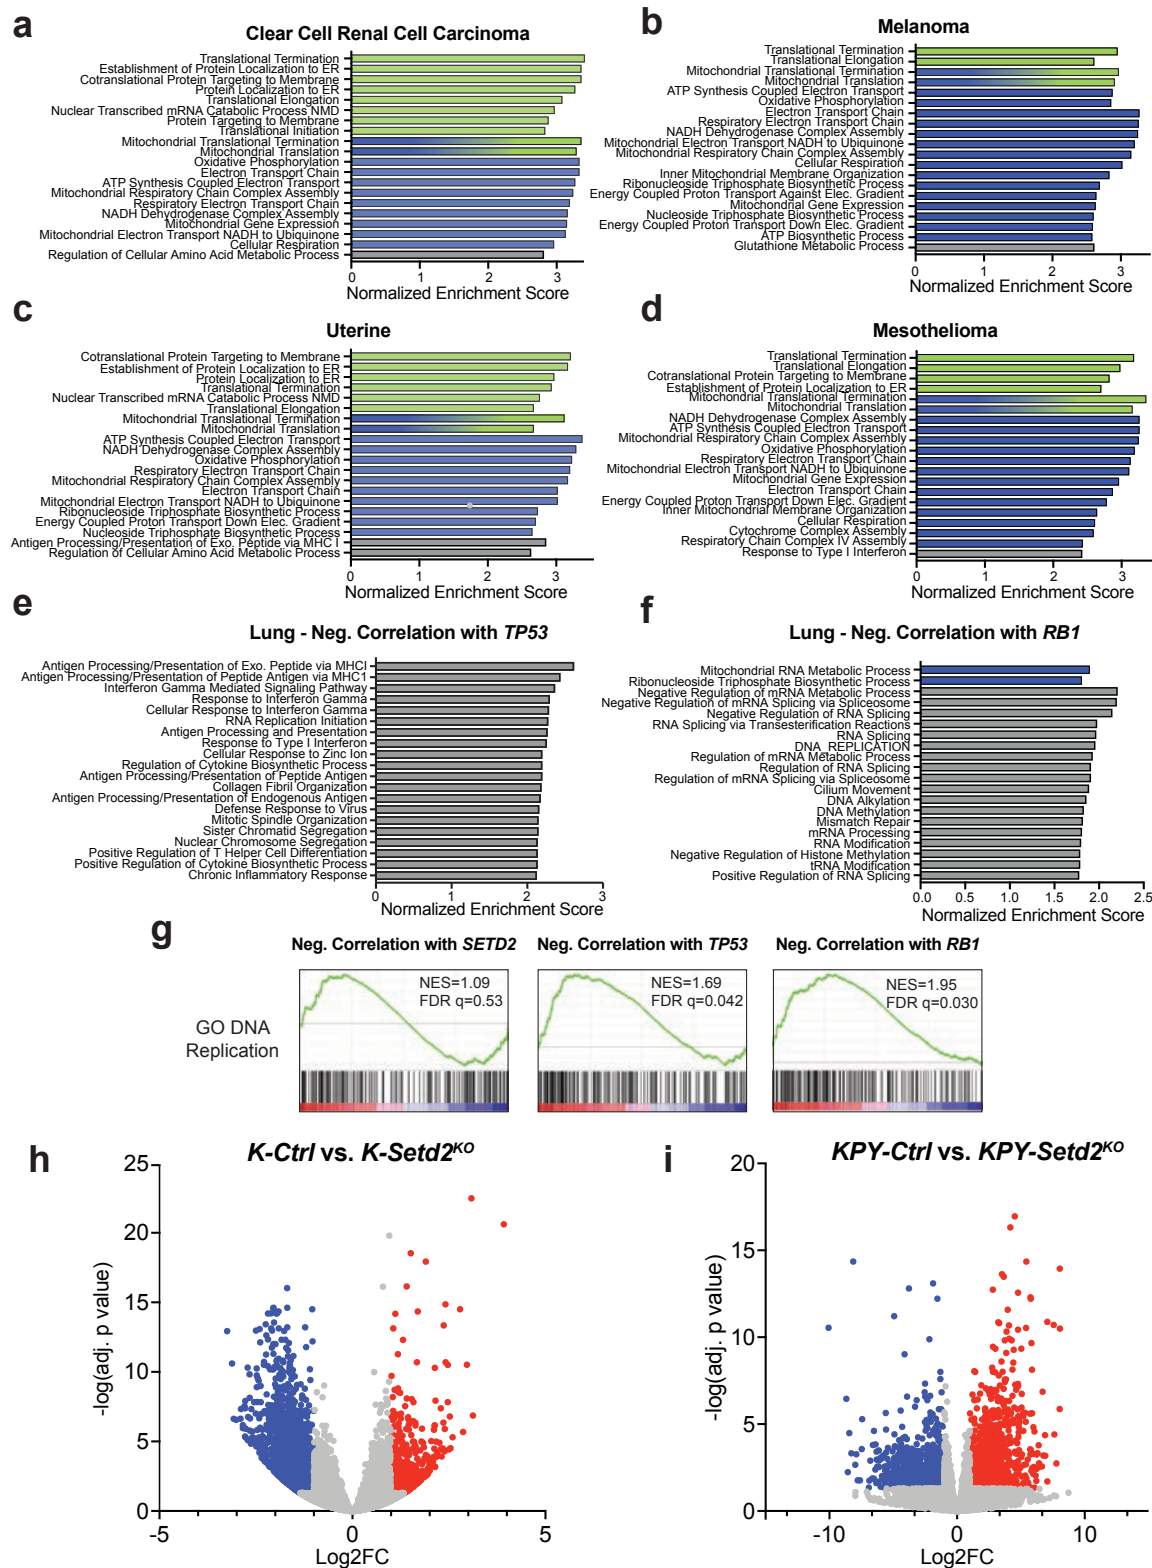

**Supplementary Fig. 1: SETD2 deficiency promotes protein synthesis and OXPHOS gene expression programs in multiple human cancer types.** Gene sets containing both mitochondrial and ribosomal genes are blue with green diagonal lines. The size of the bar indicates the normalized enrichment score (NES) of the gene set. **a)** The top 20 gene sets in human clear cell renal cell carcinoma correlated with low expression of *SETD2*. **b)** The top 20 gene sets in human melanoma correlated with low expression of *SETD2*. **c)** The top 20 gene sets in human uterine cancer correlated with low expression of *SETD2*. **d)** The top 20 gene sets in human mesothelioma correlated with low expression of *SETD2*. **e)** The top 20 gene sets in human lung adenocarcinoma correlated with low expression of *TP53*. **f)** The top 20 gene sets in human lung adenocarcinoma correlated with low expression of *RB1*. **g)** Gene set enrichment analysis plots of the GO DNA Replication gene negatively correlated with *SETD2*, *TP53* or *RB1* gene expression in human lung adenocarcinomas. **h,i)** Volcano plots of RNA-sequencing data in **h)** *K-Ctrl* vs *K-Setd2<sup>KO</sup>* tumors and **i)** *KPY-Ctrl* vs *KPY-Setd2<sup>KO</sup>* tumors. Colored dots represent genes that are differentially enriched (log2 fold-change greater-than 1 and false discovery rate (FDR)-adjusted P-value less-than 0.05)

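For the KPY comparison, DESeq2, the tool the paper used, called 457 genes past an adjusted p of 0.05 and an absolute log2 fold change of 1, of which 279 were higher and 178 lower in KPY-Setd2KO tumors. In edgeR's fit on genotype alone, the common dispersion between tumors was 0.41 and 0 genes were called at the same thresholds. With the leukocyte-marker score as a covariate, chosen after seeing the data, the common dispersion was 0.197 and 131 genes were called.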

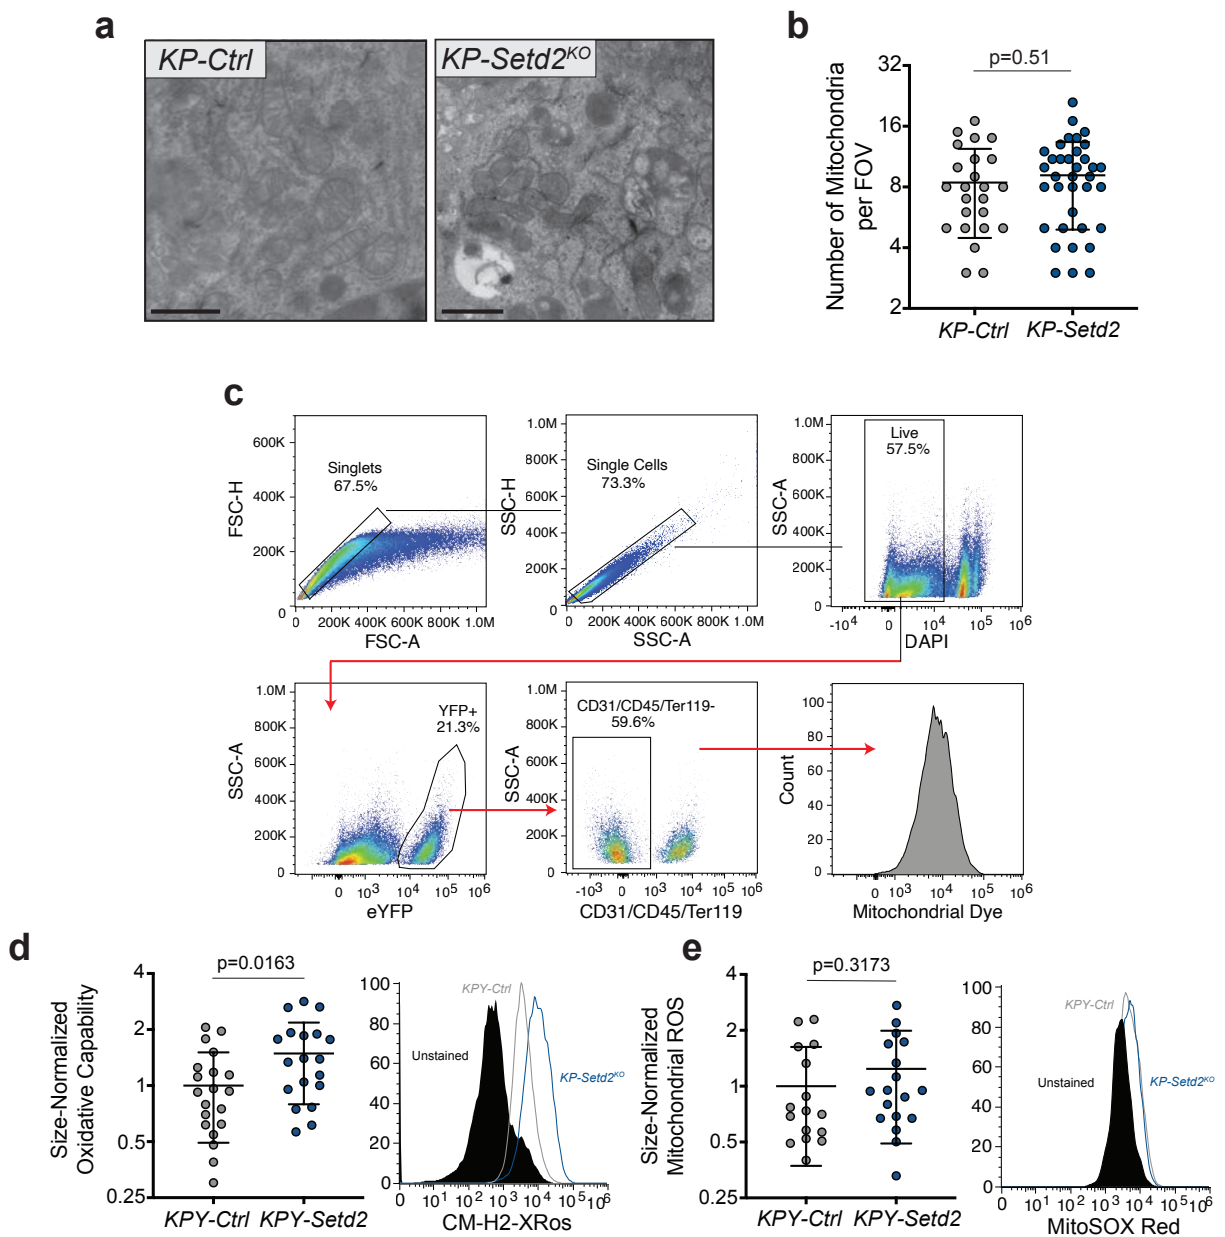

**Supplementary Fig. 2: Characterization of mitochondrial properties in *KP(Y)*-Ctrl and *KP(Y)*-Setd2<sup>KO</sup> tumors. a)** Representative EM photomicrographs demonstrating that *KP-Setd2<sup>KO</sup>* tumors have similar numbers of mitochondria, that are smaller and more electron dense, than *KP-Ctrl* tumors. Scale bars = 2  $\mu$ m. **b)** Quantification of the number of mitochondria per field of view from electron micrographs of 15,000X magnification. Data indicate the mean  $\pm$  standard deviation. Data points represent individual tumors (*KP-Ctrl*: n=24 micrographs, n=3 mice, *KP-Setd2<sup>KO</sup>*: n=36 micrographs, n=3 mice). Significance determined by unpaired Student's *t*-test. **c)** Gating strategy for dye-based, *ex vivo* mitochondrial analyses in isolated tumor cells from *KPY* mice. Doublets are excluded based on FSC and SSC properties. DAPI- positive dead cells and YFP-negative cells are excluded. CD31/CD45/Ter-119- positive non-epithelial cell types are excluded. Remaining YFP-positive tumor cells are analyzed for mitochondrial dye fluorescence intensity. **d)** Quantification of the oxidative capability of mitochondria within *KPY-Ctrl* and *KPY-Setd2<sup>KO</sup>* tumor cells by the median fluorescence intensity of MitoTracker Red CM-H2- XRos staining by flow cytometry and normalized to the mitochondrial mass of each sample. Data represent the mean  $\pm$  standard deviation. Data points represent individual tumors (*KPY-Ctrl*: n=20 tumors, n=2 mice, *KPY-Setd2<sup>KO</sup>*: n=19 tumors, n=2 mice). Significance determined by unpaired Student's *t*-test. Histogram shows representative flow data from *KPY-Ctrl* and *KPY-Setd2<sup>KO</sup>* tumors with unstained control. **e)** Quantification of mitochondrial reactive oxygen species (ROS)/superoxide levels within *KPY-Ctrl* and *KPY-Setd2<sup>KO</sup>* tumor cells by the median fluorescence intensity of MitoSOX Red staining by flow cytometry and normalized to the mitochondrial mass of each sample. Data represent the mean  $\pm$  standard deviation. Data points represent individual tumors (*KPY-Ctrl*: n=16 tumors, n=2 mice, *KPY-Setd2<sup>KO</sup>*: n=19 tumors, n=2 mice). Significance as determined by unpaired Student's *t*-test. Histogram shows representative flow data from *KPY-Ctrl* and *KPY-Setd2<sup>KO</sup>* tumors with unstained control.

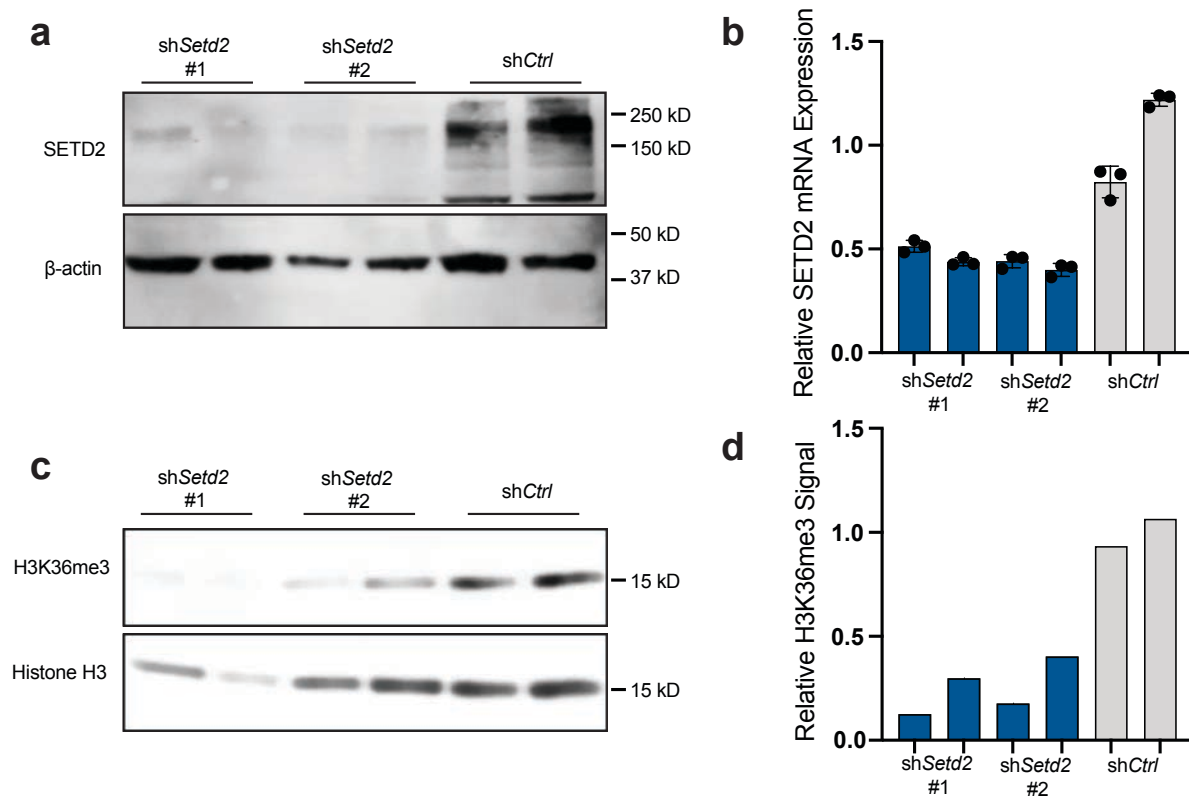

**Supplementary Fig. 3 Generation of SETD2 shRNA human cell lines.** **a)** Immunoblot analysis for SETD2 on whole-cell lysates derived from H2009 shSetd2 and shCtrl cell lines. β-actin is used as a loading control. **b)** Quantitative real-time PCR for *Setd2* expression. Expression is normalized to β-actin and is relative to expression of *Setd2* in shCtrl cell lines. Data indicate the mean ± standard deviation. **c)** Immunoblot analysis on histones derived from H2009 shSetd2 and shCtrl cell lines for H3K36me3. Histone H3 is used as a loading control. **d)** Quantification of immunoblot from (a). H3K36me3 signal is normalized to total H3 for each lane.

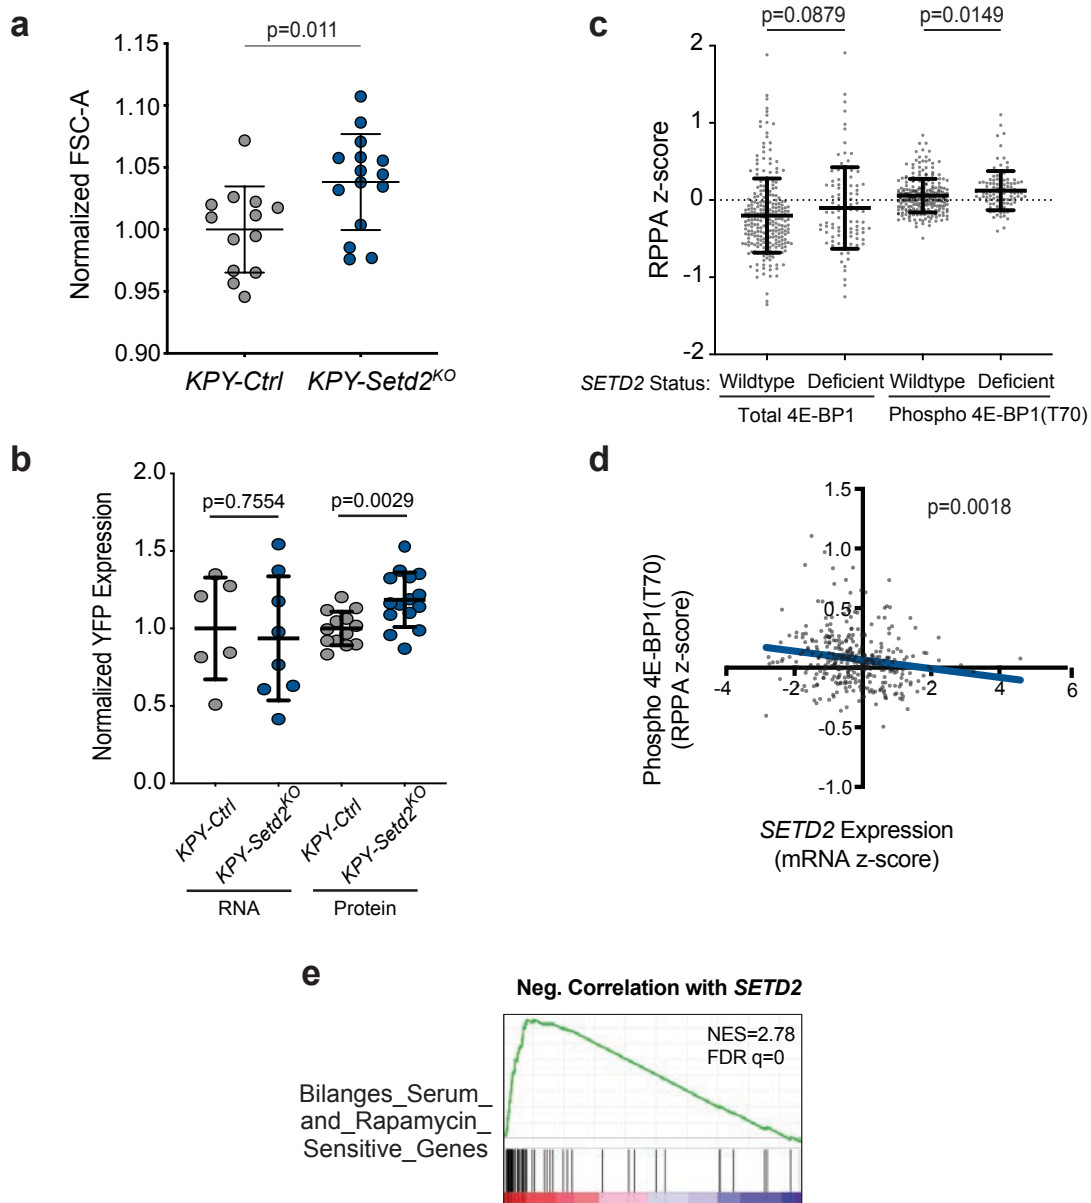

**Supplementary Fig. 4: mTORC1 signaling and protein synthesis are heightened in SETD2-deficient tumors.** **a)** Quantification of mean cell size in KPY-Ctrl and KPY-Setd2<sup>KO</sup> tumors by forward scatter area (FSC-A) by flow cytometry. Data indicate the mean  $\pm$  standard deviation. Data points represent individual tumors (KPY-Ctrl: n=13 tumors, n=7 mice, KPY-Setd2<sup>KO</sup>: n=15 tumors, n=8 mice). Significance determined by unpaired Student's *t*-test. **b)** Normalized expression of YFP RNA and protein in KPY-Ctrl and KPY-Setd2<sup>KO</sup> tumors. Data indicate the mean  $\pm$  standard deviation. Data points represent individual tumors (RNA, KPY-Ctrl: n=6 tumors, n=4 mice, KPY-Setd2<sup>KO</sup>: n=8 tumors, n=5 mice. Protein, KPY-Ctrl: n=13 tumors, n=7 mice, KPY-Setd2<sup>KO</sup>: n=15 tumors, n=8 mice). Significance determined by unpaired Student's *t*-test. **c)** Quantification of total 4E-BP1 and phosphorylated 4E-BP1(T70) by RPPA in human lung adenocarcinomas with wildtype SETD2 or SETD2 deficiency. Data indicate the mean  $\pm$  standard deviation. Data points represent individual patient tumors (wildtype SETD2: n=253 tumors, SETD2 deficiency: n=103 tumors). Significance determined by unpaired Student's *t*-test. **d)** Analysis of the relationship between SETD2 gene expression (mRNA z-score) and phosphorylated 4E-BP1(T70) as quantified by RPPA in human lung adenocarcinomas. Data points represent individual patient tumors (n=357 tumors). Significance determined by linear regression analysis and the line of best fit is shown. **e)** mTORC1 signaling-related gene set in human lung adenocarcinoma correlated with low expression of SETD2.

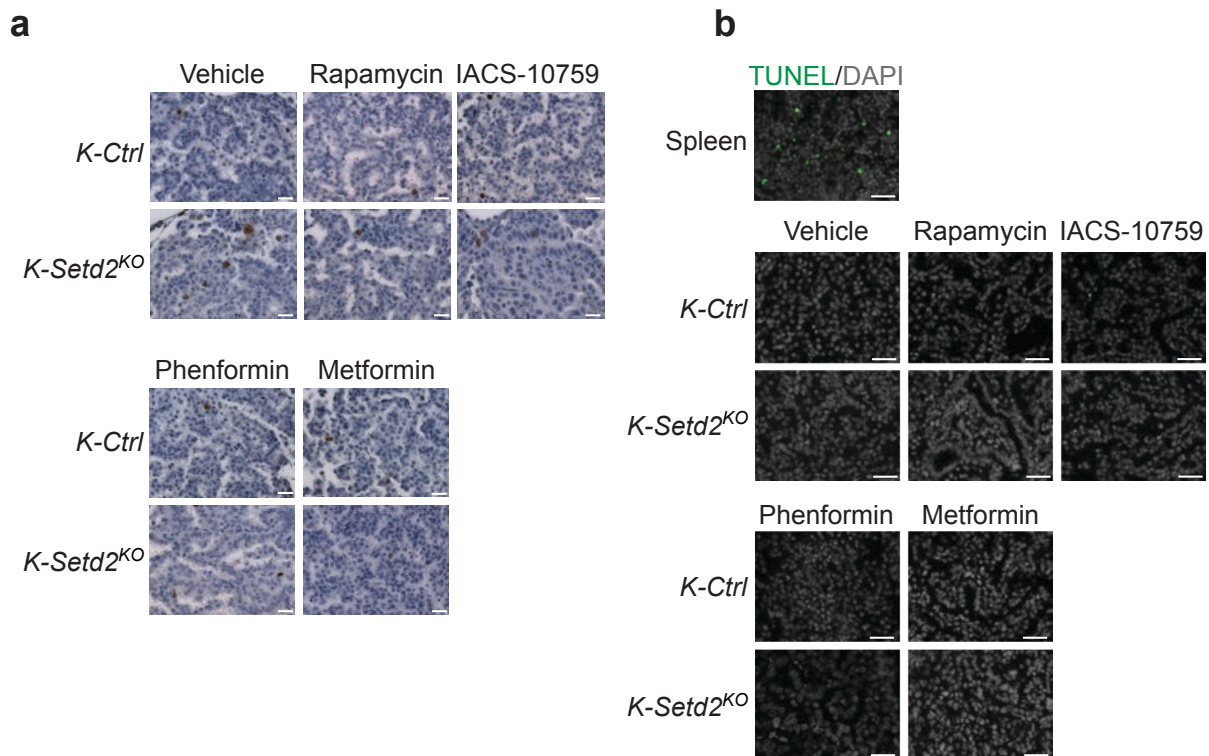

**Supplementary Fig. 5: Inhibiting mTORC1 signaling or mitochondrial activity reduces cell proliferation in SETD2-deficient tumors. a)** Representative images from p-H3 staining of *K-Ctrl* and *K-Setd2<sup>KO</sup>* tumors from mice treated with vehicle, rapamycin, IACS-10759, phenformin or metformin. Scale bars= 25  $\mu$ m. **b)** Representative images from TUNEL staining of *K-Ctrl* and *K-Setd2<sup>KO</sup>* tumors from mice treated with vehicle, rapamycin, IACS-10759, phenformin or metformin. Positive control for TUNEL is a murine spleen. TUNEL is marked by green, DAPI-stained nuclei are in white. Scale bars= 300  $\mu$ m.

SETD2

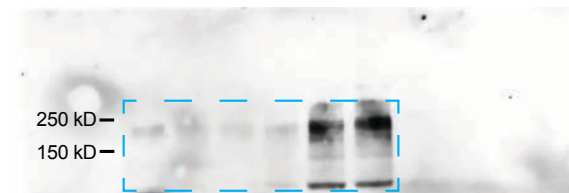

$\beta$ -actin

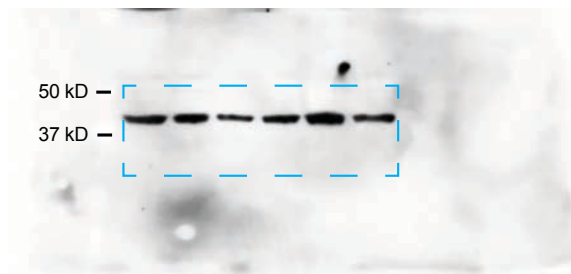

H3K36me3

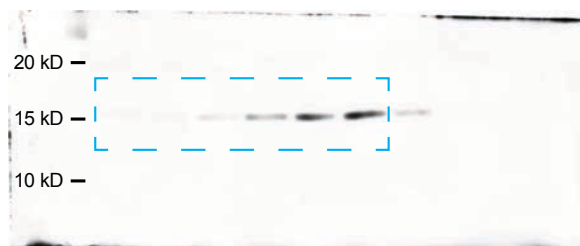

Histone H3

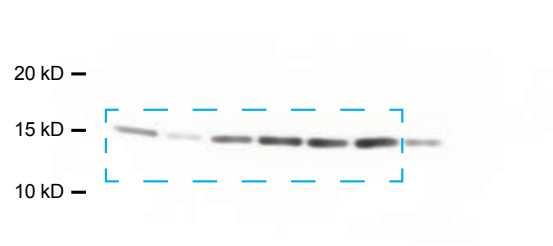

**Supplementary Fig. 6: Compilation of uncropped immunoblots.**

# Supplementary material for: Setd2 inactivation sensitizes lung adenocarcinoma to inhibitors of oxidative respiration and mTORC1 signaling
**Source:** Commun Biol. 2023 Mar 10;6:255. doi: 10.1038/s42003-023-04618-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Differentially expressed genes from DESeq analysis performed on K-Ctrl vs KSetd2KO tumors and KPY-Ctrl vs KPY-Setd2KO tumors.

File name: Supplementary Data 2

Description: The source data behind the graphs in the paper.

# Supplementary material for: Setd2 inactivation sensitizes lung adenocarcinoma to inhibitors of oxidative respiration and mTORC1 signaling
**Source:** Commun Biol. 2023 Mar 10;6:255. doi: 10.1038/s42003-023-04618-3
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data supporting the findings of the study are available within the paper and its supplementary information files and have been deposited publicly in the Gene Expression Omnibus under accession number GSE224270.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

1:200) to detect LAMP2, and a biotinylated anti-Rabbit secondary antibody (Vector Laboratories, PK-4001) followed by Streptavidin-conjugated Alexa488 (Thermo Fisher S32354, 1:200) to detect mTOR. To quantify mitochondrial ROS cells were incubated with 5  $\mu$ M MitoSOX Red (Thermo Fisher, M36008). For flow cytometry analysis, biotinylated antibodies against CD31 (BD Biosciences, 558737, 1:100), CD45 (BD Biosciences, 553078, 1:200), and Ter-119 (BD Biosciences, 553672, 1:100) were used to exclude non-epithelial cell types. Streptavidin-conjugated APC-eFluor 780 (Thermo Fisher, 47-4317-82) was used to detect these antibodies.

## Validation

All antibodies were used in accordance to the manufacturer guidelines and have been well documented in the literature.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Human lung adenocarcinoma cell line H2009 was obtained from the NCI cell line repository.

### Authentication

Cell line was obtained from the NCI cell line repository and used in accordance to manufacturer guidelines.

### Mycoplasma contamination

All human cell lines were tested by the NCI cell line repository and subsequently tested by our laboratory.

### Commonly misidentified lines (See [ICLAC](#) register)

We have not utilized any misidentified cell lines in our study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Species = *Mus musculus*  
Strain and Sex = GEM models are maintained on a mixed 129sv/Jae, C57Bl6J background (Male and Female), tumors initiated by 20 weeks of age.

### Wild animals

Study did not involve wild animals.

### Reporting on sex

In vivo experiments were sex balanced, to the best of our ability.

### Field-collected samples

Our study did not involve field-collected samples.

### Ethics oversight

Our animal protocol was approved by the University Laboratory Animal Resources (ULAR) at the University of Pennsylvania and the IACUC.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Tumors were microdissected directly from the lungs of KPY mice and individually placed in 500  $\mu$ l of tumor digestion buffer consisting of PBS containing 10 mM HEPES pH 7.4, 150 mM NaCl, 5 mM KCl, 1 mM MgCl<sub>2</sub>, and 1.8 mM CaCl<sub>2</sub>, along with freshly added Collagenase 4 (Worthington 100 mg/ml solution, 20  $\mu$ l per ml of digestion buffer) and DNase I (Roche 10 mg/ml solution, 4  $\mu$ l per ml of digestion buffer). Tumors were manually disassociated using scissors, and then placed in a 4 °C shaker for 1 hour at 250 rpm. Digested tumors were then filtered into strainer-cap flow tubes (Corning, 352235) containing 1 ml of horse serum (Thermo Fisher, 16050122) to quench the digestion reaction. Cells were spun down at 200 g for 5 minutes with the cap in place to obtain all cells.

#### Instrument

Thermo Fisher Scientific Attune NxT Flow Cytometer

#### Software

Flow cytometry data was analyzed using FlowJo software.

#### Cell population abundance

Reported as the percentage of total events after gating out debris.

Gating strategy

Single, viable cells were determined by gating out debris, dead cells, and clumps using FSC/SSC.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

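RNA was measured by the authors in 6 KPY-Ctrl and 8 KPY-Setd2KO tumors. The authors deposited estimated counts per gene, made with Salmon against GRCm38.p5 according to the paper's methods and given as whole numbers. The largest values in the table are written with 3 digits, which affects a few very abundant genes only. All columns of the table were matched to a sample by name. Gene symbols, lengths and coordinates came from the GENCODE annotation of GRCm38. No row for YFP was found in the table, so YFP RNA was not analysed here.

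The counts were analysed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, expression filter, quasi-likelihood test with robust estimation, Benjamini-Hochberg adjustment). Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Alternatives used DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0. Log2 CPM used a prior count of 2. Gene lists were tested with camera at a preset correlation of 0.01 and compared with 10000 random lists matched on expression and transcript length. The main tests, the gene lists and the alternatives were fixed before the data were examined, except where stated. Named genes were Setd2, the genes the paper names, and in each list the gene with the smallest p and the one with the largest change. The rule also named the strongest genes past both thresholds, of which there were none. Not every gene that this rule names is reported here.

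The range of total counts gives precise estimates for abundant genes, and the spread between tumors, not counting error, limits the comparisons.

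The leukocyte-marker list was written before the data were examined. The use of its mean as a covariate was chosen after seeing that leukocyte-marker RNA varied between tumors. While the data were being explored, the tumors were also divided by this pattern, in 2 ways: by hand along the first principal component, and at the largest gap in the marker score. The ways placed KPY-Setd2KO replicates 7 and 8 differently. With the first division as a term, and within its tumors with low leukocyte-marker RNA, many more genes were called than on genotype alone, and within its other tumors none were. These fits are not reported as results, because groups chosen from measured values are not conditions. The macrophage, epithelial and T, B and neutrophil lists were also written after that pattern had been seen.

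The procedure was tested on simulated counts for 16836 genes. Of these, 200 were changed by a log2 fold change of 1.5, and the ribosomal protein genes were raised by 0.5. Simulated genes were called at an adjusted p under 0.05 alone. At the spread of the genotype-only fit, 45.5% of the changed genes were recovered with 1 false call by edgeR, and 67.5% with 53 false calls by DESeq2. At the spread with the leukocyte-marker covariate, 74.5% were recovered by edgeR. That run simulated no leukocyte effect and was fitted on genotype alone. In both runs each gene was drawn independently, without the variation that genes share across these tumors. The recovery and false-call rates therefore need not hold for the real data.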

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

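The rule for single tumors was chosen before the data were examined, but not all of the values it was applied to. The macrophage, epithelial and T, B and neutrophil lists were written later. Some genes, such as Utp3 and Prpf38b, were picked from these data. Over 86 groups of values, 5 had a tumor far from the others. About 1 in 20 groups is set apart by chance, so this number is near what independent groups would give. The groups share tumors and are not independent, so this is a rough guide only. Trp53 in KPY-Ctrl replicate 3 was at 2.21 log2 CPM against 1.39 to 1.70 in the other KPY-Ctrl tumors. Stk11 was at 6.51 in KPY-Ctrl replicate 1 against 5.60 to 5.87. Gt(ROSA)26Sor was at 1.96 in the same tumor against -0.91 to -0.09. Utp3 was at 6.50 in KPY-Ctrl replicate 6 against 5.78 to 5.98, and Prpf38b at 8.40 in KPY-Setd2KO replicate 4 against 6.73 to 7.35. No technical or biological explanation was tested for these tumors.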

How the results depend on the processing

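The number of genes past both thresholds was 0, with 2311 genes at an unadjusted p under 0.05. It stayed at 0 with RLE size factors, library size only, no filter, at least 10 counts in every tumor, the adjusted p alone, the sex covariate and the replicate block. It was 457 with DESeq2 and 4753 with limma voom and quality weights. Over the fits that each left out one tumor it ranged from 0 to 1, the 1 without KPY-Ctrl replicate 6. With 3 alternatives chosen after seeing the data, it was 131 with the leukocyte-marker score as a covariate (100 higher and 31 lower), 987 with DESeq2 and the same covariate, and 0 with limma voom without quality weights. The quality weights were 3.55 and 4.76 for KPY-Ctrl replicates 4 and 5 and 0.36 for KPY-Ctrl replicate 1. Among KPY-Setd2KO tumors they were 1.84, 1.28, 2.10 and 1.31 for replicates 1 to 4 and 0.412 to 0.613 for replicates 5 to 8. The tumors with high weights differ in leukocyte-marker RNA, so the weights changed which tumors the comparison rests on.

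Other groupings of the tumors were also fitted, the real one included. Of 100 groupings, 10 gave as many genes at an unadjusted p under 0.05 in edgeR. Of 30 groupings, 5 gave as many genes past both thresholds with DESeq2 as the 443 it called among the genes edgeR tested, and 12 of 60 did with limma voom and quality weights. With the leukocyte-marker covariate it was 2 of 80. A camera p as small as the real one was given by 47 of 100 groupings for the electron transport chain genes, 66 for the mitochondrially encoded genes, 55 for the ribosomal protein genes, 61 for the mitochondrial ribosomal protein genes, 48 for the ribosome biogenesis genes and 14 for the RNA splicing genes.

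Camera's median log2 fold changes of 0.15 (electron transport chain), 0.087 (ribosomal proteins) and 0.19 (splicing) were not past the threshold with fry or with an estimated correlation. Nor were the differences in mean log2 CPM of 0.17, 0.13 and 0.17 under the exact permutation of the tumors. Against random lists matched on expression, 0.15 was not beyond the lists for the electron transport chain. The 0.19 of the splicing genes was above theirs (percentile 99.36), and the 0.087 of the ribosomal protein genes was below theirs (percentile 2.26). Against lists matched on expression and length, neither 0.15 nor the 0.19 of the splicing genes was beyond the lists. Preranked GSEA on the DESeq2 statistic, which permutes genes and not tumors, passed the threshold for the mitochondrially encoded (normalized enrichment score 1.62), mitochondrial ribosomal protein (1.51) and ribosome biogenesis genes (1.48), which camera did not call. The cause of the other changes was not tested.

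With library size only, which moved the median of all genes by -0.14, the electron transport chain median was 0.027 and no longer past the threshold. The medians of the ribosomal protein genes (-0.029), mitochondrial ribosomal protein genes (-0.076) and ribosome biogenesis genes (-0.077) were below 0 there. Relative to the median of all genes, each of these lists stayed above 0, at 0.079, 0.032 and 0.031 against 0.056, 0.024 and 0.030 with TMM normalization, and the electron transport chain was at 0.135 against 0.124, so the signs followed the shift of all genes. With the leukocyte-marker covariate, chosen after seeing the data, the electron transport chain (0.044) and ribosomal protein (0.067) medians were no longer past the threshold, and the mitochondrially encoded genes (0.37) were.

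With the replicate block, the medians were 0.093 for the electron transport chain and 0.016 for the ribosomal protein genes, both no longer past the threshold, and -0.073 for the mitochondrially encoded genes. Tumors with the same replicate number did not deviate together. The correlations of their deviations were 0.522, 0.602, -0.483, -0.664, 0.657 and -0.355 for replicates 1 to 6, so the numbers do not pair the tumors.

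The RNA splicing genes stayed past the threshold with camera in the 14 fits that each left out one tumor (medians from 0.12 to 0.22), and with RLE size factors (0.20), library size only (0.037), at least 10 counts in every tumor (0.18), the replicate block (0.22) and the leukocyte-marker covariate (0.11).

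Over the fits that each left out one tumor, the medians ranged from 0.064 (without KPY-Ctrl replicate 4) to 0.28 for the electron transport chain, 0.047 (without KPY-Setd2KO replicate 7) to 0.51 for the mitochondrially encoded genes, 0.017 (without KPY-Ctrl replicate 5) to 0.18 for the ribosomal protein genes and 0.0300 (without KPY-Ctrl replicate 4) to 0.13 for the mitochondrial ribosomal protein genes. The ribosome biogenesis median ranged from 0.022 (without KPY-Ctrl replicate 4) to 0.095 (without KPY-Ctrl replicate 1), and passed the threshold in none of these fits. The separation of the groups ranged from -0.000341 without KPY-Ctrl replicate 3 to 0.011 without KPY-Setd2KO replicate 5. Setd2 was followed in edgeR's fit on genotype alone and with DESeq2, library size only, the replicate block and the leukocyte-marker covariate. It was also followed in the fits that each left out one tumor. In each of these Setd2 kept its direction and was not past the adjusted threshold. Its smallest adjusted p was 0.0519, from edgeR with the leukocyte-marker covariate. Setd2 was not followed in the other fits.

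Of the marker lists, 5 were past the threshold with camera and 0 with fry. With DESeq2, 5 named genes (Cox7c, Mrpl39, Utp3, Sart1 and Prpf38b) passed an adjusted p of 0.05 that they did not pass in edgeR's fit on genotype alone. With the leukocyte-marker covariate, chosen after seeing the data, edgeR gave Utp3 (0.0377) and Sart1 (0.038) an adjusted p under that threshold. YFP RNA was not run.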

Differences from the paper's values

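The largest -log10 adjusted p in the KPY comparison was 1.04 here, and the paper's is about 17 in Supplementary Fig. 1i, read by eye. With DESeq2, the paper's tool, it was 7.30. None of the alternatives set before the data were examined closed the gap. The others gave 3.05 with limma voom and quality weights, 1.05 with RLE size factors, 0.874 with library size only, 0.98 without the filter, 1.24 with at least 10 counts in every tumor, 0.362 with the replicate block and 1.04 with the sex covariate. DESeq2 with the leukocyte-marker score as a covariate, chosen after seeing the values, gave 16.3, within 1.5 times the paper's value. The paper describes no such covariate and used an older DESeq2 version, so this nearer value does not explain the gap. The gene list in the paper's supplement was not compared. The other alternatives chosen after seeing the values gave 1.76 with that covariate in edgeR and 1.01 with limma voom without quality weights.

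The paper describes the profiles of the genotypes as very different. Here the distance between genotypes exceeded that within them by 0.00558 (two-sided exact permutation test, p = 0.582). The second principal component, with 12.7% of the variance, did separate the genotypes (two-sided exact permutation test, p = 0.000333, 1 of 3 components examined). With the leukocyte-marker covariate, chosen after seeing the values, edgeR called 131 genes, and 2 of 80 groupings of the tumors, the real one included, gave as many. The paper reports enrichment of mitochondrial and ribosomal gene sets. The lists tested here were not the GO sets it used, so the results are set side by side over different genes. Camera with a preset correlation called the electron transport chain and ribosomal protein lists, preranked GSEA on the DESeq2 statistic called all 6 lists, and fry, camera with an estimated correlation and the exact permutation of the tumors called none. DESeq2 called 457 genes, and gave Cox7c and Utp3 an adjusted p under 0.05, which edgeR did not give in the fit on genotype alone. With the leukocyte-marker covariate, chosen after seeing the values, edgeR gave Utp3 an adjusted p of 0.0377 and Cox7c one of 0.0631.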

Other observations

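The tests on macrophage, epithelial, endothelial and fibroblast genes and on Setd2 among the KPY-Setd2KO tumors were chosen after the variation in leukocyte-marker RNA was seen. So was the use of the leukocyte-marker score as a covariate.

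The main pattern of variation between the tumors was not genotype. The first principal component held 52.8% of the variance. Leukocyte-marker scores ranged from 3.33 to 7.33 in KPY-Ctrl tumors and from 3.35 to 7.30 in KPY-Setd2KO tumors. A candidate explanation is RNA from macrophages among the sorted cells. Within genotype, a separate list of macrophage genes rose with the score (Pearson's r = 0.969, Spearman's rho = 0.969, permutation adjusted p = 0.00014 over 7 relations) and epithelial genes fell (r = -0.846, rho = -0.776, permutation adjusted p = 0.00164). Without the 2 tumors farthest from the median, r was 0.96 and -0.818. Fibroblast genes did not rise (r = -0.316, rho = -0.429, permutation adjusted p = 0.426), nor measurably did endothelial genes (r = 0.421) or T, B and neutrophil genes (r = 0.256), which argues against a loss of tumor cells that raises every other cell type alike. The total count did not follow the score (r = 0.0275). Macrophages are a hypothesis here, since no cells were counted.

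Setd2 RNA was lowered by different amounts in different KPY-Setd2KO tumors. Cells with intact Setd2 among those sorted may contribute. Over the 8 tumors Setd2 rose with the leukocyte-marker score (r = 0.773, rho = 0.905, exact permutation p = 0.0282 and 0.00456 before adjustment). Adjusted over 7 relations, the permutation p was 0.0659 for r and 0.0107 for rho, so the rank relation passed 0.05 and the linear one did not. Without the 2 tumors farthest from the median score, r was 0.91. Incomplete targeting and residual transcript from the edited gene stay open and were not tested.

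Gene length is a candidate explanation for the higher medians of the gene lists. Over 13852 protein-coding genes, the log2 fold change fell with transcript length (Spearman's rho = -0.169 across genes, which are not independent replicates). With the leukocyte-marker covariate, chosen after seeing the data, rho was -0.113. The electron transport chain median of 0.15 lay at percentile 14.6 of random lists matched on expression and length, whose mean was 0.20. The mitochondrial ribosomal protein (percentile 22.1) and ribosome biogenesis medians (48.0) also lay below the mean of their matched lists. The splicing (0.19 against 0.12, percentile 96.9) and mitochondrially encoded medians (0.31 against 0.24, percentile 76.5) lay above theirs, neither beyond the lists. The ribosomal protein median of 0.09 lay at percentile 0.06, below the 0.23 of its matched lists. The rise of the ribosomal protein genes was smaller than that of other short and abundant genes, which does not exclude a length trend and leaves its part in the value undecided. This reading was adopted after the percentile was seen. As first written, any value outside the middle of the matched lists was to count against a length trend.

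Among the marker lists, camera called endothelial genes (median log2 fold change 0.98), erythroid genes (1.13) and dissociation genes (0.37) higher and alveolar type 1 (-0.46) and proliferation genes (-0.20) lower in KPY-Setd2KO tumors, and fry called none of them. With library size only, alveolar type 1 genes were not called (camera, adjusted p = 0.0756) and leukocyte genes were called higher (0.00751, against 0.0509 with TMM normalization). The median was 0.33 for leukocyte, -0.04 for fibroblast, -0.45 for alveolar type 2, 0.53 for club and ciliated cell, 0.27 for progression, 0.11 for glycolysis, -0.20 for mTORC1 and 0.66 for Y-linked genes. Only 1 gene of the X-inactivation list was tested, with a log2 fold change of -1.58. Its level was from 6.76 to 8.64 log2 CPM in 4 tumors, KPY-Ctrl replicates 1 and 3 and KPY-Setd2KO replicates 2 and 3. In the other tumors it was 0.127 or lower. Those 4 tumors had Y-linked means from -2.17 to -0.55 log2 CPM, against 4.99 or higher in the others. The X-inactivation and Y-linked values therefore follow the sex of the mice, and each genotype held both sexes. By complex, the KPY medians of the electron transport chain were 0.24 for complex I, 0.07 for II, 0.13 for III, 0.08 for IV and 0.06 for V. Of these only complex I was past the threshold with camera (adjusted p = 0.0181). The ribosomal protein genes had a median of 0.16 for the 60S subunit (camera, adjusted p = 0.0396) and 0.04 for the 40S subunit (0.388). The whole lists were not past the threshold with fry.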
